# Characterization of an autonomous pathway complex that promotes flowering in *Arabidopsis*

**DOI:** 10.1093/nar/gkac551

**Published:** 2022-06-29

**Authors:** Pei-Lin Qi, Hao-Ran Zhou, Qiang-Qiang Zhao, Chao Feng, Yong-Qiang Ning, Yin-Na Su, Xue-Wei Cai, Dan-Yang Yuan, Zhao-Chen Zhang, Xiao-Min Su, Shan-Shan Chen, Lin Li, She Chen, Xin-Jian He

## Abstract

Although previous studies have identified several autonomous pathway components that are required for the promotion of flowering, little is known about how these components cooperate. Here, we identified an autonomous pathway complex (AuPC) containing both known components (FLD, LD and SDG26) and previously unknown components (EFL2, EFL4 and APRF1). Loss-of-function mutations of all of these components result in increased *FLC* expression and delayed flowering. The delayed-flowering phenotype is independent of photoperiod and can be overcome by vernalization, confirming that the complex specifically functions in the autonomous pathway. Chromatin immunoprecipitation combined with sequencing indicated that, in the AuPC mutants, the histone modifications (H3Ac, H3K4me3 and H3K36me3) associated with transcriptional activation are increased, and the histone modification (H3K27me3) associated with transcriptional repression is reduced, suggesting that the AuPC suppresses *FLC* expression at least partially by regulating these histone modifications. Moreover, we found that the AuPC component SDG26 associates with *FLC* chromatin via a previously uncharacterized DNA-binding domain and regulates *FLC* expression and flowering time independently of its histone methyltransferase activity. Together, these results provide a framework for understanding the molecular mechanism by which the autonomous pathway regulates flowering time.

## INTRODUCTION

The proper timing of the transition from vegetative to reproductive growth is crucial for the reproductive success of plants under diverse environmental conditions. In *Arabidopsis thaliana*, the flowering time can be promoted by the autonomous, photoperiod, vernalization and gibberellin signaling pathways (1–5). The MADS box transcription factor FLC functions as a key flowering repressor in *Arabidopsis* (6,7). In the winter-annual accessions, the expression of *FLC* is activated by FRI (FRIGIDA), leading to a late-flowering phenotype (8,9). The rapid-flowering accessions such as Col-0 usually harbor a loss-of function mutation in *FRI* and fail to activate the expression of *FLC*, resulting in an early-flowering phenotype (6,7). The autonomous pathway components are required for reducing *FLC* expression in rapid-flowering accessions and in vernalization-treated winter annuals (10–12). Loss-of-function mutations in the autonomous pathway components result in increased *FLC* expression and delayed flowering.

The autonomous pathway components are known to mediate the repression of *FLC* transcription via different mechanisms (13). A group of RNA processing-related autonomous pathway components (FCA, FPA, FLK and FY) are involved in RNA processing and polyadenylation site selection for *COOLAIR*, an antisense long noncoding RNA at the *FLC* locus (10,14–19). FCA and FY facilitate polyadenylation of *COOLAIR* and then promote R-loop resolution, thereby repressing *FLC* transcription (20). Another group of autonomous pathway components including FLD (FLOWERING LOCUS D), LD (LUMINIDEPENDENS) and FVE associate with chromatin and regulate histone modification and transcription (11,12,21,22). FLD is a homolog of the human histone H3K4 demethylase LSD1; LD is a homeodomain-containing protein that functions as a transcriptional repressor of *FLC*; and FVE is a shared subunit of the histone deacetylase complex and the histone H3K27 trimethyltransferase complex (11,12,21–23). FPA and FCA require the histone demethylase FLD to downregulate *FLC* expression (13,19,24), suggesting that *COOLAIR* and histone modifications are likely to cooperatively regulate the *FLC* transcription.

H3K27me3, a histone modification associated with transcriptional repression, is gradually accumulated on *FLC* chromatin during vernalization and is responsible for vernalization-induced flowering in the winter-annual accessions of *Arabidopsis* (25,26). In the rapid-flowering accessions, however, *FLC* chromatin can simultaneously carry both the repressive histone modification H3K27me3 and the active histone modifications H3K4me3 and H3K36me3 even under nonvernalization conditions, thereby forming a bivalent chromatin state at the *FLC* locus (27,28). The conserved histone H3K27 methyltransferase CLF functions as a catalytic subunit of polycomb repressive complex 2 (PRC2) and is responsible for the occurrence of H3K27me3 at *FLC* chromatin in nonvernalized plants (29). Previous studies have shown that depletion of the autonomous pathway component FLD causes an increase in histone acetylation, H3K4me1/2/3 and H3K36me3, and a reduction in H3K27me3 at *FLC* chromatin (11,24,30–36), implicating that the autonomous pathway represses *FLC* expression at least partially by regulating multiple histone modifications. FLD-dependent H3K4me1 demethylation was recently shown to be primarily responsible for repression of *FLC* transcription (35,36). However, H3K4me1 demethylation-independent mechanisms cannot be excluded. Moreover, how different components of the autonomous pathway cooperate to regulate histone modifications is largely unknown.

*FLC* expression is activated by the histone marks H3K4me3 and H3K36me3, which are associated with actively transcribed genes (28,37). The trithorax group (TrxG) histone methyltransferases are responsible for histone methylation on H3K4 and H3K36 sites and thereby mediate transcriptional activation (38–40). The histone H3K4 methyltransferases ATX1 and SDG25/ATXR7 and the histone H3K36 methyltransferase SDG8/EFS can activate *FLC* expression to prevent precocious flowering (39–41). SDG26, a member of the TrxG histone methyltransferase family, has histone methyltransferase activity as determined by an *in vitro* assay (42). Unlike SDG8 that mediates transcriptional activation of *FLC* by promoting H3K36 trimethylation (40), SDG26 functions antagonistically with SDG8 in the regulation of *FLC* expression and flowering time (42,43). SDG26 interacts with the autonomous pathway components LD and FLD and thereby forms a complex that promotes flowering by suppressing *FLC* expression (35). Interestingly, SDG26 was also found to activate the transcription of the critical floral integrator gene *SOC1* by mediating H3K4 trimethylation and H3K36 trimethylation and to thereby promote flowering (44). Thus, further studies are required to determine whether SDG26 regulates flowering by functioning as an autonomous pathway component or by directly promoting *SOC1* expression. Moreover, although SDG26, FLD and LD are known to form a complex, whether the complex contains any previously uncharacterized components and how these components cooperate to regulate flowering time remain elusive.

In this study, we initially performed affinity purification followed by mass spectrometry (AP–MS) to detect proteins co-purified with the autonomous pathway component FLD; we found that FLD interacts not only with the known autonomous pathway components LD and SDG26 but also with three other components. We demonstrate that these components form a multi-subunit autonomous pathway complex (AuPC). In the mutants of these components, *FLC* expression is increased and flowering time is delayed. The delayed-flowering phenotype occurs not only under long-day but also under short-day conditions and can be overcome by vernalization, confirming that these components function in the autonomous pathway. Furthermore, we found that the complex components are involved in the regulation of multiple histone modifications at *FLC* chromatin. The identification and characterization of the AuPC in this study contribute to understanding of how the autonomous pathway regulates flowering time.

## MATERIALS AND METHODS

### Plant materials, growth conditions and flowering time analyses

All plant materials used in this study were in the Col-0 background. The T-DNA insertion mutants of *fld* (SalK_075401), *ld* (Salk_003039), *sdg26* (Salk_013895), *aprf1-9* (WiscDsLox489-492K11) and *flc* (SALK_003346) were obtained from the Arabidopsis Biological Resource Center. The mutants of *efl2* and *efl4* were generated by CRISPR/Cas9 using guide RNA 5′-GGAGATGTGTATTCTGGATT-3′ and 5′-GGAGATGTGTTGTCAGGATT-3′, respectively, in the pHEE401E-CRISPR/Cas9 system (45). 

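On the TAIR10.1 assembly, the *efl2* guide GGAGATGTGTATTCTGGATT matched 1 place, chromosome 1 from 27345006 to 27345025 on the + strand, followed by the PAM TGG. It lies in exon 2 of the 2 exons of *EFL2* (AT1G72630, annotated as *ELF4-L2*), in coding sequence, and 35 of the 360 coding bases lie upstream of the position where Cas9 cleaves. With 40 bases on each side, the site reads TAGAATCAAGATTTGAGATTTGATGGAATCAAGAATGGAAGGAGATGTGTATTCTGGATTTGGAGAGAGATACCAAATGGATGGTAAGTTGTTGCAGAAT. The *efl4* guide GGAGATGTGTTGTCAGGATT matched 1 place on the same chromosome, from 5997938 to 5997957 on the + strand, again followed by TGG. This site is in exon 2 of the 2 exons of *EFL4* (AT1G17455, annotated as *ELF4-L4*), with 23 of its 345 coding bases upstream of the cleavage position. Its sequence with the same flanks is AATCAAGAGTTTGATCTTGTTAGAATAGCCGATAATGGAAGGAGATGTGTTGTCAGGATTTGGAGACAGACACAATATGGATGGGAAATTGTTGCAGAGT.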

The transgenic plants expressing FLD, LD, SDG26, EFL2, EFL4 and APRF1 were separately produced, by cloning the full-length genomic sequences of these genes under the control of their native promoters into the modified *pCAMBIA1305* vector and introducing the constructs into wild-type (WT) plants (Col-0) and mutant plants. 3×Flag or 3×HA was fused to the C-terminal of these proteins for western blot detection and affinity purification. Primers used for cloning these genes are listed in Supplementary Dataset S5. Unless otherwise specified, all plants used in this study were grown at 23°C under long-day conditions with a 16 h light/8 h dark photoperiod.

For flowering time analyses, numbers of rosette leaves produced by plants grown under long-day (16 h light/8 h dark) and short-day (8 h light/16 h dark) conditions were evaluated. For vernalization treatment, seeds were germinated on MS plates at 23°C for 3 days and then grown at 4°C for 50 days. After treatment, plants were transplanted to soil and grown at 23°C under long-day conditions.

### Affinity purification, mass spectrometry, co-IP and gel filtration

For affinity purification, 3–5 g of inflorescence of *3×Flag*-tagged *FLD*, *SDG26*, *LD*, *EFL2*, *EFL4* and *APRF1* transgenic plants in WT and mutant (*fld*, *sdg26* and *ld*) backgrounds were collected and ground into fine powder in liquid nitrogen. The powder was homogenized in 15–20 ml of lysis buffer [50 mM Tris–HCl (pH 7.6), 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 0.1% NP-40, 0.5 mM DTT, 1 mM PMSF and one protease inhibitor cocktail tablet per 50 ml (Roche)] in 50-ml Falcon tubes by rotating at 4°C. After centrifugation, the supernatant was transferred to a new tube and was incubated with 100 μl of ANTI-FLAG M2 Affinity Agarose Gel (Sigma, A2220) at 4°C for 2.5 h. The agarose gel was washed five times with lysis buffer, and the proteins bound to the agarose gel were then eluted by incubation with 3×Flag peptides (Sigma, F4799) at 4°C for 30 min. Finally, the purified proteins were analyzed by mass spectrometry as described previously (46).

For co-immunoprecipitation (co-IP), after transgenic plants expressing Flag-tagged and HA-tagged proteins were crossed, the proteins from ∼1 g of 2-week-old seedlings of the F_1_ plants were extracted and immunoprecipitated by ANTI-FLAG M2 Affinity Agarose Gel (Sigma, A2220). The immunoprecipitated proteins were detected by western blotting using Flag antibody (Sigma, F7425) and HA antibody (Abcam, ab9110).

Gel filtration was performed as described previously (46). In brief, 0.5 g of seedlings of *FLD/SDG26/LD-3×Flag* transgenic plants in the WT background was ground and resuspended in 2 ml of lysis buffer, and the suspension was centrifuged at maximum speed at 4°C. The supernatant was passed through a 0.22‐μm filter, and 500 μl of the filtrate was loaded onto a Superose 6 (10/300GL) (GE Healthcare, 17-5172-01). Fractions were collected and detected by western blotting using Flag antibody (Sigma).

### Yeast two-hybrid

The full-length cDNA sequences of *FLD*, *LD*, *SDG26*, *SDG4*, *SDG7*, *SDG24*, *APRF1*, *ELF4*, *EFL1*, *EFL2*, *EFL3* and *EFL4* as well as the truncated forms of *FLD*, *LD* and *SDG26* were separately cloned in frame with the GAL4 activation domain (AD) in *pGADT7* and/or with the GAL4 DNA-binding domain (BD) in *pGBKT7*. First, the *pGADT7* and *pGBKT7* plasmids were linearized by EcoRI and BamHI digestion, and the inserts were amplified by PCR using chimeric primers (Supplementary Dataset S5) that contain a 20–25-bp homology to these cDNA sequences and a 15–16-bp homology to the linear ends of the plasmids. Second, the recombination between the linearized plasmids and the inserts was mediated by using the ClonExpress II One Step Cloning Kit (Vazyme Biotech, C112).

The *pGADT7* and *pGBKT7* constructs were transformed into the yeast strains AH109 and Y187, respectively. The transformed AH109 and Y187 were grown on synthetic dropout medium lacking Leu (SD-Leu) and lacking Trp (SD-Trp), respectively. Next, the positive colonies of the transformed AH109 and Y187 were mixed together in the YPD medium for 16–20 h, and the mated cells were then grown on dropout medium lacking Leu and Trp (SD-Leu/Trp). Subsequently, the positive colonies on SD-Leu/Trp were spotted on dropout medium lacking Trp, Leu and His (SD-Leu/Trp/His). Growth of mated cells on SD-Leu/Trp/His indicates an interaction between the combined AD fusion protein and BD fusion protein. 3-Amino-1,2,4-triazole was applied to reduce the background growth on SD-Leu/Trp/His.

### Protein expression and purification

The cDNA sequences encoding full-length EFL2, EFL4, FLD and SDG26 as well as the N-terminal (1–240 aa) and the C-terminal (320–492 aa) of SDG26 were cloned into *pGEX-6P-1* in frame with GST by using the ClonExpress II One Step Cloning Kit. These GST fusions were transformed and expressed in the *Escherichia coli* expression strain Transetta (DE3). GST-tagged proteins were purified from DE3 cultures with Glutathione Sepharose^®^ 4B (GE Healthcare, 17-0756-01). The full-length cDNA sequences of *LD*, *EFL2* and *EFL4* in frame with 3×Flag were cloned into *pAT424* between SalI and NotI restriction sites under the control of the *pTDH3* promoter by using the ClonExpress II One Step Cloning Kit. The *pAT424* constructs were introduced and expressed in the yeast strain YPH499 (47). Similarly, the full-length cDNA sequence of *APRF1* in frame with Myc tag was assembled into the *pAT424*-*LD-3*×*Flag* construct between FseI and AvrII restriction sites. Then, *LD-3*×*FLAG* and *ARPF1-Myc* were co-expressed by introducing the final construct containing both *LD-3*×*Flag* and *APRF1-Myc* in the yeast YPH499. The transformed YPH499 cells were cultured in SD-Trp medium and collected by centrifugation. After one wash with ice-cold water and one wash with Buffer A [50 mM Tris–HCl (pH 7.4), 1 mM EDTA, 150 mM NaCl and 10% glycerol], the cells were ground into powder in liquid nitrogen and lysed in fresh Buffer B [50 mM Tris–HCl (pH 7.4), 1 mM EDTA, 150 mM NaCl, 10% glycerol, 1 mM PMSF, 1 mM DTT, EDTA-free protease inhibitor cocktail (Roche) and 0.05% NP-40]. Subsequently, Flag-tagged LD, EFL2 and EFL4 were purified by using ANTI-FLAG M2 Affinity Agarose Gel (Sigma, A2220). The *pAT424* plasmid (NBRP ID: BYP7586) and the yeast strain YPH499 (NBRP ID: BY21467) were provided by Yeast Genetic Resource Center/National BioResource Project (NBRP), Japan. Primers used for cloning the constructs are listed in Supplementary Dataset S5.

### Pull-down assay

The purified Flag-tagged protein was mixed with the purified GST-tagged protein (or Myc-tagged APRF1) in 1 ml of pull-down buffer [20 mM Tris–HCl (pH 7.6), 150 mM NaCl, 1 mM DTT and EDTA-free protease inhibitor cocktail (Roche)]. A 100-μl volume of the mixture was used as input, and the remaining mixture was incubated with 40 μl of Glutathione Sepharose^®^ 4B at 4°C with gentle rotation for 1 h. After the Glutathione Sepharose^®^ 4B was washed six times with 1 ml of pull-down buffer at 4°C, proteins bound on the beads were eluted with 200 μl of elution buffer [50 mM Tris–HCl (pH 8.0), 150 mM NaCl, 20 mM glutathione and 1 mM DTT] at 4°C for 30 min. Finally, the eluted and input samples were boiled with SDS loading buffer and separated on SDS-PAGE gels for western blotting with Flag antibody (Sigma, F7425) and GST antibody (Abmart, M20007) or Myc antibody (Abmart, M20002).

### EMSA

The double-stranded DNA probe was generated by PCR using synthesized oligos. For electrophoretic mobility shift assay (EMSA), 1 μg of each purified protein was incubated with the DNA probe in the binding buffer [25 mM HEPES (pH 7.6), 50 mM KCl, 0.1 mM EDTA (pH 8.0), 12.5 mM MgCl_2_, 1 mM DTT, 0.5% (w/v) bovine serum albumin and 5% (w/v) glycerol] at 25°C for 30 min. Then, the binding reaction mixture was loaded onto a 4% nondenaturing polyacrylamide gel at 80 V for 3 h, and the bound DNA signals were visualized by ethidium bromide staining. The synthesized oligos are listed in Supplementary Dataset S5.

### Analysis of RNA transcripts

The transcript levels of *FLC*, *FT* and *SOC1* were measured by reverse transcription qPCR. First, total RNA was extracted with TRIzol reagent from 10-day-old seedlings grown under long-day conditions at 23°C. Second, the cDNAs were synthesized by using the 5× All‐In‐One RT Master Mix (with an AccuRT Genomic DNA Removal Kit) (Abm, G492). Finally, quantitative PCR was carried out on Bio-Rad CFX96 Real-Time System using KAPA SYBR^®^ FAST qPCR Kit Master Mix (2×) Universal (Kapa Biosystems, KR0389). A 0.1 μg quantity of cDNA was used in 20 μl reaction volume for 39 cycles in Hard-Shell PCR Plates (Bio-Rad, hsp9601). Three technical replicates were analyzed for each reaction. *ACT2* was also amplified as a reference gene, and primers for qRT-PCR are listed in Supplementary Dataset S5.

### RNA deep sequencing and data analysis

Total RNA was extracted with TRIzol reagent (Invitrogen) from 10-day-old seedlings of *fld*, *ld*, *sdg26 aprf1-9*, *efl2 efl4* and Col-0 grown under long-day conditions at 23°C. The libraries were generated and sequenced by BGISEQ-500 at Beijing Genomics Institute. For data analysis, the clean reads were aligned to the *Arabidopsis* genome (TAIR10) using HISAT2 (v2.1.0) (48). The reads mapped on the exon were counted using featureCounts (v1.6.4) (49). The differentially expressed genes (DEGs) were identified with |log_2_[fold change (FC) of reads per kilobase per million mapped reads (RPKM) between the mutant and the WT]| ≥ 1 and *P*-value <0.01 using edgeR (50). The R package venneuler was used to analyze the overlapped genes between different mutants for Venn diagrams. Heatmaps were drawn using log_2_FC by R package gplots.

### ChIP-PCR, ChIP-seq and data analysis

The enrichment of the histone modifications, including H3Ac, H3K4me2, H3K4me3, H3K36me3 and H3K27me3, on chromatin was detected by chromatin immunoprecipitation combined with sequencing (ChIP-seq), as described previously (51). For ChIP assays, a 2 g quantity of 10-day-old seedlings was harvested and ground into a fine powder in liquid nitrogen. The powder was suspended in 15 ml of nuclear extraction buffer [20 mM Tris–HCl (pH 7.5), 20 mM KCl, 2 mM EDTA (pH 8.0), 2.5 mM MgCl_2_, 25% glycerol, 250 mM sucrose, 5 mM DTT, 1% protease inhibitor cocktail tablet (Roche) and 1 mM PMSF] and was then subjected to cross-linking with 1% formaldehyde (Sigma, F8775). The sample was cross-linked for 20 min, and a concentration of 0.125 M glycine was added to stop the reaction. The mixture was then passed through two layers of Miracloth and centrifuged at 1500 × *g* for 20 min. The nuclei were washed in nuclear resuspension buffer [20 mM Tris–HCl (pH 7.5), 2.5 mM MgCl_2_, 25% glycerol and 0.2% Triton X-100] and then sonicated in sonication buffer [20 mM Tris–HCl (pH 8.0), 2 mM EDTA (pH 8.0), 0.2% NP-40, 1 mM PMSF and 1% protease inhibitor cocktail table] for 37 cycles (30 s on, 30 s off) by Bioruptor (Diagenode, Liege, Belgium). The sheared chromatin was diluted 1-fold with dilution buffer [2 mM EDTA (pH 8.0), 20 mM Tris–HCl (pH 8.0), 200 mM NaCl, 1 mM PSMF and 1% protease inhibitor cocktail] and incubated with H3Ac antibody (Millipore, 06-599), H3K4me3 antibody (Abcam, ab8580), H3K27me3 antibody (Millipore, 07-449) and H3K36me3 antibody (Abcam, ab9050) coupled with Dynabeads Protein A (Invitrogen, 100-01D) at 4°C overnight. The beads were washed five times with wash buffer [150 mM NaCl, 20 mM Tris–HCl (pH 8.0), 2 mM EDTA (pH 8.0), 0.1% Triton X-100 and 1 mM PMSF] and then with TE buffer [10 mM Tris–HCl (pH 8.0) and 1 mM EDTA (pH 8.0)]. The bead-bound DNA–protein complexes were eluted from the beads and reverse cross-linked with NaCl and Proteinase K (Sigma, P4850). The chromatin DNA was extracted using phenol/chloroform/isoamyl alcohol and was then subjected to library construction.

ChIP for ELF2-GFP, APRF1-GFP, SDG26-GFP and SDG26-truncated-GFP was carried out as previously described (52), with minor modifications. Briefly, 2 g of 10-day-old seedlings were harvested and soaked in Buffer I [0.4 M sucrose, 10 mM Tris–HCl (pH 8.0), 10 mM MgCl_2_, 0.1 mM PMSF, 1 mM DTT and 1% proteinase inhibitor cocktail tablets (Roche)] supplemented with 1% formaldehyde (Sigma). The materials were cross-linked for 12 min under vacuum conditions, and 0.125 M glycine was added to stop the reaction. Cross-linked samples were ground to a powder in liquid nitrogen, suspended in 20 ml of Buffer I and then subjected to rotation at 4°C for 20 min. The mixture was then passed through two layers of Miracloth and centrifuged at 1500 × *g* for 20 min. The nuclei pellet was washed with Buffer II [0.25 M sucrose, 10 mM Tris–HCl (pH 8.0), 10 mM MgCl_2_, 1% Triton X-100, 0.1 mM PMSF, 1 mM DTT and 1% proteinase inhibitor cocktail tablets]. The washed pellet was resuspended in 1.2 ml of Buffer III [1.7 M sucrose, 10 mM Tris–HCl (pH 8.0), 2 mM MgCl_2_, 0.15% Triton X-100, 0.1 mM PMSF, 1 mM DTT and 1% proteinase inhibitor cocktail tablets], and then centrifuged at 13 000 × *g* at 4°C for 1 h. The nuclei suspended in sonication buffer [50 mM Tris–HCl (pH 8.0), 10 mM EDTA (pH 8.0), 0.33% SDS and 1% proteinase inhibitor cocktail tablets] were sonicated for 21 cycles (30 s on, 30 s off) by Bioruptor (Diagenode, Liege, Belgium). Sonicated samples were centrifuged at 13 000 × *g* and diluted 2.3-fold with dilution buffer [16.7 mM Tris–HCl (pH 8.0), 1.2 mM EDTA (pH 8.0), 167 mM NaCl, 1.1% Triton X-100, 0.1 mM PMSF, 1 mM DTT and 1% proteinase inhibitor cocktail tablets], and then incubated with GFP-binding protein coupled with agarose beads (Cytvita, 17-096-01) overnight. Beads were sequentially washed with low-salt buffer [150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA (pH 8.0) and 20 mM Tris–HCl (pH 8.0)], high-salt buffer [500 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA (pH 8.0) and 20 mM Tris–HCl (pH 8.0)], LiCl buffer [0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA (pH 8.0) and 10 mM Tris–HCl (pH 8.0)] and TE buffer [1 mM EDTA (pH 8.0) and 10 mM Tris–HCl (pH 8.0)]. The beads were eluted with elution buffer (1% SDS and 0.1 M NaHCO_3_) at 65°C for 15 min. DNA was extracted from the eluted sample with the phenol/chloroform/isoamyl (25:24:1) reagent. Purified DNA was subjected to qPCR.

ChIP-seq libraries were constructed by Novogene (Tianjing, China) using the NEBNext^®^ Ultra™ DNA Library Prep Kit for Illumina^®^ (NEB, USA) and were sequenced by Illumina-NovaSeq (sequencing method: PE150). For data analysis, the clean reads were aligned to the *Arabidopsis* genome (TAIR10) using Bowtie2 (v2.2.6) (53). SICER (v2.0) was used to identify ChIP-enriched peaks between the WT and the *fld* mutant (54). Differentially expressed peaks in all mutants were identified based on the change of read counts (|log_2_FC| ≥ 0.585 and *P*-value <0.01) at peaks, and the read counts were normalized to RPKM by the number of clean reads mapped to the genome in each library. When the log_2_FC value is 0.585, the FC is 1.5. Therefore, |log_2_FC| ≥ 0.585 was used as the standard to identify differentially expressed peaks. The boxplots and bar plots were drawn with R package ggplot2. Heatmaps were drawn with R package gplots.

## RESULTS

### Identification of an FLD-containing protein complex

FLD is an important component of the autonomous flowering pathway in *Arabidopsis* (11). To investigate how FLD is involved in the regulation of flowering time, we performed AP–MS using transgenic plants harboring a native promoter-driven *FLD* transgene tagged by the *Flag* epitope. Because FLD and the other autonomous pathway components are generally expressed more in the inflorescence than in the vegetative tissue as indicated by *Arabidopsis* eFP browser (55), we purified proteins from the inflorescence for affinity purification. The AP–MS assay not only identified two known FLD-interacting proteins, LD and SDG26 (35), but also identified three previously uncharacterized components, including EFL2 and EFL4, two closely related ELF4-like proteins (EFLs) (56) and APRF1/S2LA, a homolog of the yeast COMPASS complex subunit SWD2 (57,58) (Figure 1A; Supplementary Dataset S1). To assess whether these proteins interact with each other, we generated transgenic plants harboring native promoter-driven *LD*, *SDG26*, *EFL2*, *EFL4* and *APRF1* transgenes tagged by the *Flag* epitope. As determined by AP–MS, FLD, LD, SDG26, EFL2 and/or EFL4 (EFL2/4), and APRF1 were all co-precipitated with each other (Figure 1A; Supplementary Dataset S1). The results suggest that FLD, LD, SDG26, EFL2/4 and APRF1 form a multi-subunit complex.

**Figure 1.**
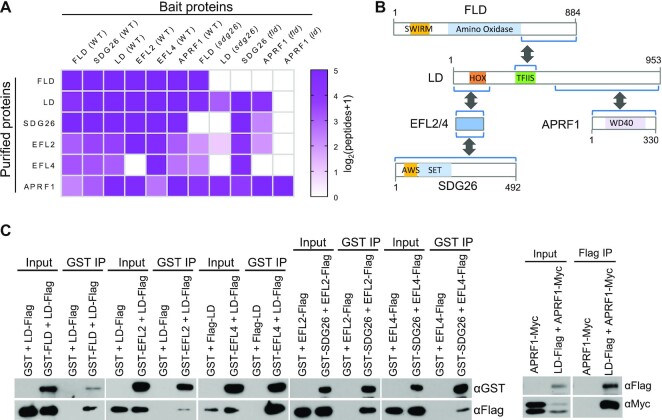
Identification and characterization of a multi-subunit complex containing the autonomous pathway components FLD, LD and SDG26. (**A**) Heatmap showing proteins co-purified with Flag-tagged FLD, LD, SDG26, EFL2, EFL4 and APRF1 as determined by affinity purification and mass spectrometry. Transgenic plants in the WT and indicated mutant backgrounds were subjected to the analyses. The number of detected peptides was used to estimate the abundance of purified proteins. The color scale represents log_2_(peptides + 1). (**B**) Schematic representation of the interaction of FLD, LD, SDG26, EFL2, EFL4 and APRF1 as determined by yeast two-hybrid (Y2H) analysis. The interaction domains of FLD and LD were determined by using a series of truncated versions of the proteins. Related Y2H data are shown in Supplementary Figures S3 and S5. (**C**) The interaction of FLD, LD, SDG26, EFL2, EFL4 and APRF1 as determined by *in vitro* pull-down assays. GST-, Flag- and Myc-tagged proteins were expressed from either *E. coli* or yeast. The proteins with different tags were mixed for the pull-down assay followed by western blotting.

To determine pairwise interactions of the complex components, we generated transgenic plants expressing each of the complex components tagged with Flag and HA epitopes and then conducted genetic crossing between the transgenic plants with different tags. By using their F_1_ progeny, we conducted co-IP and found that all tested pairs of the complex components interact with each other (Supplementary Figure S1). We performed gel filtration for FLD, LD and SDG26 to determine whether these proteins form a high-molecular-weight complex. The result indicated that all of the proteins can be eluted at ∼443-kDa fractions (Supplementary Figure S2), supporting the notion that FLD, LD, SDG26, EFL2/4 and APRF1 form a multi-subunit complex in *Arabidopsis*.

### Characterization of the protein–protein interaction in the complex

We conducted Y2H assays to determine how the complex components interact. As determined by Y2H, LD interacts with FLD, EFL2, EFL4 and APRF1, while EFL2 and EFL4 interact with SDG26 (Figure 1B; Supplementary Figure S3A and B). In addition to EFL2 and EFL4, *Arabidopsis* has two other ELF4-like proteins, EFL1 and EFL3. Our Y2H assays indicated that, unlike EFL2 and EFL4, ELF4, EFL1 and EFL3 do not interact with SDG26 (Supplementary Figure S3B). As determined by sequence analyses, while EFL2 and EFL4 are highly similar, they are moderately related to EFL3 and are distantly related to ELF4 and EFL1 (Supplementary Figure S4A and B), suggesting that the functions of EFL2 and EFL4 differ from those of ELF4, EFL1 and EFL3.

We then generated a series of truncated versions of LD and FLD to determine which regions of LD and FLD are responsible for the interactions, indicating that the C-terminal uncharacterized region of FLD is responsible for interacting with LD (Figure 1B; Supplementary Figure S5A–C). In LD, the N-terminal homeodomain, the TFIIS domain and the previously uncharacterized C-terminal region are required for LD interactions with FLD, EFL2/EFL4 and APRF1, respectively (Figure 1B; Supplementary Figure S5A and C–E), suggesting that LD functions as a scaffold protein to integrate the other components into the complex. Of note, the Y2H result indicated that FLD interacts with the truncated LD versions LD-2 and LD-4 but not with LD-3 or LD-8, although all of these truncated LD versions contain the TFIIS domain. The failure to detect the interaction between FLD and LD-3 or LD-8 is possibly caused by the failure of the expression of LD-3 and LD-8 or by other technical limitations of Y2H. As determined by the Y2H assay, APRF1 interacts with the C-terminal region of LD but not with the full-length LD (Supplementary Figure S5A and D). It is possible that the N-terminal region of LD suppresses the interaction between APRF1 and the C-terminal region of LD, and that the suppressive effect is abrogated in the AuPC. To validate the interaction as determined by Y2H, we expressed all of the complex components tagged by GST, Flag or Myc epitopes in *E. coli* or in yeast (Supplementary Figure S6), and subsequently performed pull-down assays. The results indicated that LD interacts with FLD, EFL2, EFL4 and APRF1, while SDG26 interacts with EFL2 and EFL4 (Figure 1C), completely confirming the interactions as determined by Y2H.

To validate the interaction of the complex components *in vivo*, we introduced *sdg26* into the *FLD-Flag* and *LD-Flag* transgenic lines and performed AP–MS to determine whether *sdg26* affects proteins co-precipitated with FLD-Flag and LD-Flag. Except for SDG26, all of the other complex components were co-purified with FLD-Flag and LD-Flag in the *sdg26* mutant as well as in the WT (Figure 1A; Supplementary Dataset S1). Similarly, we determined whether *fld* affects proteins co-precipitated with SDG26-Flag and APRF1-Flag, and found that all of the complex components other than FLD were co-precipitated in the *fld* mutant (Figure 1A; Supplementary Dataset S1). These results are consistent with the interactions as determined by the Y2H and pull-down assays. We introduced *ld* into *APRF1-Flag* transgenic lines to determine whether depletion of LD affects the interaction of APRF1 with the other complex components. As determined by AP–MS, all of the complex components were co-precipitated with APRF1 in the WT but not in the *ld* mutant (Figure 1A; Supplementary Dataset S1). These results further confirmed that LD functions as a scaffold protein and is responsible for the recruitment of the other components into the complex.

### The complex promotes flowering through the autonomous pathway

The complex components FLD and LD are well-known components of the autonomous pathway (11,21); we therefore investigated whether all of the complex components function as a whole to promote flowering through the autonomous pathway. We created *efl2* and *efl4* single mutants by CRISPR/Cas9 and then generated the *efl2 efl4* double mutant by genetic crossing (Supplementary Figure S7A). The other mutants including *sdg26*, *aprf1*, *fld* and *ld* were available T-DNA mutants from the Arabidopsis Biological Resource Center (59); all the T-DNA mutants were validated by genotyping (Supplementary Figure S7B and C). Under long-day conditions (16 h light/8 h dark), the flowering time was markedly delayed in the *fld* and *ld* mutants and was weakly delayed in the *sdg26* and *aprf1* mutants (Figure 2A), which is consistent with previous reports that FLD, LD, SDG26 and APRF1 are responsible for the promotion of flowering (11,21,42,57). We also found that the flowering time was moderately delayed in the *efl2 efl4* mutant (Figure 2A). The late-flowering phenotype of the *efl2 efl4* mutant was partially complemented by either *EFL2-Flag* or *EFL4-Flag* transgenes, suggesting that EFL2 and EFL4 function redundantly in the regulation of flowering time (Supplementary Figure S8A and B). To confirm the function of SDG26 and APRF1 in the regulation of flowering time, we combined the *sdg26* and *aprf1* mutations by genetic crossing and found that the flowering phenotype of the *sdg26 aprf1* double mutant was further delayed compared to either *sdg26* or *aprf1* single mutant under long-day conditions (Figure 2A), suggesting that SDG26 and APRF1 function synergistically in the promotion of flowering.

**Figure 2.**
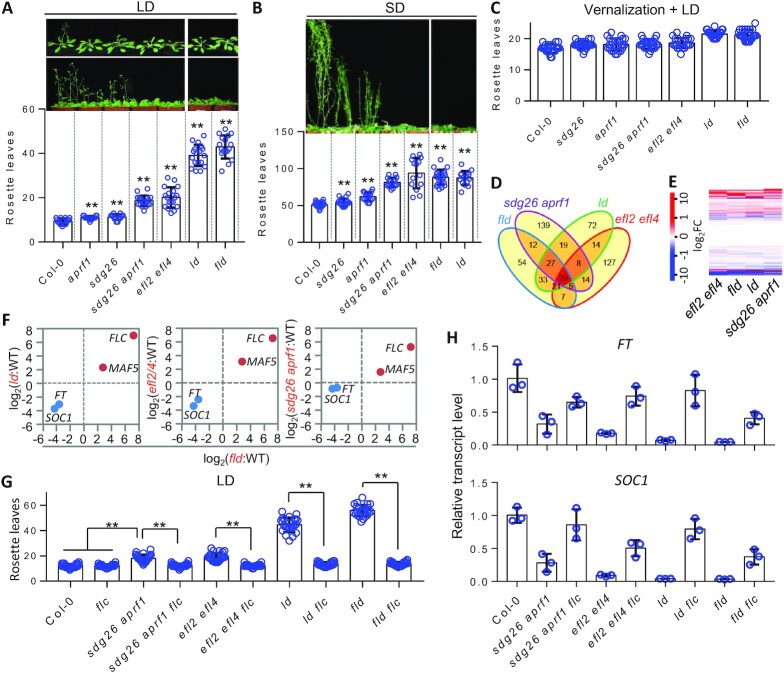
Components of the FLD-containing complex regulate flowering time and the expression of flowering time genes through the autonomous pathway. The flowering time of the mutants under long-day conditions (LD, 16 h light/8 h dark) (**A**) and short-day conditions (SD, 8 h light/16 h dark) (**B**). Bolting plants are shown at the top; the numbers of rosette leaves of the bolting plants are shown at the bottom. Under short-day conditions, the number of rosette leaves was counted even if the late-flowering mutant plants did not flower after 120 days of growth. Values are means ± standard deviation (*n* > 14). **P < 0.01, as determined by Student’s *t*-test. (**C**) The number of rosette leaves of vernalization-treated plants. Plants were grown under long-day conditions after the vernalization treatment (4°C for 50 days). Values are means ± standard deviation (*n* = 24). (**D–F**) Effects of indicated mutations on gene expression as determined by RNA-seq. DEGs in the mutants relative to the WT are indicated by Venn diagram (D), heatmap (E) and scatter plots (F). Genes were considered to be DEGs when log_2_(FC of RPKM between the mutant and the WT) > 1 or <−1 and *P* < 0.01. The color score shown in the heatmap and the value shown in the scatter plots are log_2_(FC of RPKM between the mutant and the WT). The effects of mutations on the expression of *FLC*, *MAF5*, *FT* and *SOC1* are shown by scatter plotting. (**G**) Effect of the *flc* mutation on the flowering time phenotype of the AuPC mutants under long-day conditions. The numbers of rosette leaves of bolting plants are shown as means ± standard deviation (*n* > 19). **P < 0.01, as determined by Student’s *t*-test. (**H**) Effect of *flc* mutation on the expression of *FT* and *SOC1* in the AuPC mutants. The expression of *FT* and *SOC1* was determined by quantitative PCR. Values are means ± standard deviation of three biological replicates.

As previously reported (6,60), the late-flowering phenotype of the autonomous pathway mutants is independent of photoperiod and can be suppressed by vernalization. We found that the late-flowering phenotype of all of the complex mutants was also evident under short-day conditions (8 h light/16 h dark) (Figure 2B), suggesting that the late-flowering phenotype of the complex mutants is independent of photoperiod. We also vernalized the mutants and WT plants and then grew them under long-day conditions, and found that the late-flowering phenotype of all of the mutants was completely suppressed by the vernalization treatment (Figure 2C). These results suggest that the complex components promote flowering time through the autonomous pathway.

Given that the autonomous pathway promotes flowering predominantly by suppressing the expression of the key flowering repressor gene *FLC* (6,11,61), we identified DEGs in the complex mutants by RNA deep sequencing (RNA-seq) and determined whether the late-flowering phenotype of the mutants was caused by an increase in *FLC* expression. 

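The RNA-seq data comprised 10 libraries, 2 of each genotype, from 10-day-old seedlings of Col-0, *fld*, *ld*, *efl2 efl4* and *sdg26 aprf1* grown at 23°C on a cycle with 16 h of light. The authors sequenced single-ended reads of 50 bases, aligned them to TAIR10 with HISAT2, counted the reads on exons with featureCounts and normalized them with edgeR. The strand setting of the counting is not given in the paper's text, so whether reads of overlapping antisense genes were kept apart is not known. The deposited values are normalized reads per gene in 4 tables, one for each mutant with the 2 Col-0 libraries, and each table was normalized on its own. All 32548 gene identifiers of a table matched the annotation of the TAIR10.1 assembly. Dividing each library's values by the size of 1 read returned whole numbers for 99.0% to 100% of the values above 0, and the recovered reads give the depth. Col-0 had 20465574 and 20600662 reads on genes, *fld* 20761811 and 20551966, *ld* 20616565 and 20512664, *efl2 efl4* 20768023 and 20455413, and *sdg26 aprf1* 20612960 and 20558610. Each mutant was compared with Col-0 within its own table by limma on log_2_(normalized reads + 1), a scale that understates the change of genes with few reads. With 2 libraries against 2, an exact permutation test of a single gene gives no two-sided *p* below 0.333, so every test of a gene drew on the spread of all genes. In simulated libraries with 200 changed genes, this test at the paper's thresholds called 95.5% of the changed genes among 20042 tested, together with 67 unchanged ones. All simulated changes were larger than the paper's threshold on log_2_FC, so this share does not hold for changes near or under that threshold.

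The mutated genes were examined first. *FLD* (AT3G10390; chromosome 3, 3229060 to 3232531) had 458 ± 8.39 normalized reads (SD, n = 2) in Col-0 and 41.5 ± 1.85 in *fld*, a log_2_FC of −3.43 (standard error 0.13; limma, adjusted *p* = 0.0281). *LD* (AT4G02560; chromosome 4, 1123475 to 1128490) fell from 718 ± 35.0 to 409 ± 31.4 normalized reads in *ld*, a log_2_FC of −0.81 (standard error 0.11). In *sdg26 aprf1*, *SDG26* (AT1G76710; chromosome 1, 28789698 to 28792719) went from 292 ± 37.2 to 52.7 ± 3.08 and *APRF1* (AT5G14530; chromosome 5, 4684597 to 4687023) from 161 ± 20.6 to 94.3 ± 9.34. The limma adjusted *p* was 0.637 for *LD* in *ld*, and 0.104 for *SDG26* and 0.782 for *APRF1* in *sdg26 aprf1*. With the replicate number added to the model, these values were 0.000825, 0.0340 and 0.316. The CRISPR alleles changed transcript levels less, with 129 ± 25.1 against 184 ± 29.9 normalized reads of *EFL2* and 101 ± 14.5 against 133 ± 22.6 of *EFL4* in *efl2 efl4* and Col-0. For both of these genes the 2 mutant libraries lay below the 2 Col-0 libraries, and the unadjusted limma *P* values (two-sided) were 0.0578 and 0.115, or 0.00304 and 0.0526 with the replicate number added to the model. Over the alternatives of limma, edgeR and DESeq2, the lowest adjusted *p* was 0.0790 for *EFL2* and 0.275 for *EFL4*. *FLD* and *SDG26* overlap the annotated genes AT3G10405 and AT1G09905, respectively.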

Because *sdg26* and *aprf1* synergistically affect flowering time, the *sdg26 aprf1* double mutant was used in RNA-seq. From two independent replicates of the RNA-seq data, we identified 188, 223, 253 and 225 DEGs (log_2_FC > 1 or <−1; *P* < 0.01) in the *fld*, *ld*, *efl2 efl4* and *sdg26 aprf1* mutants, respectively (Figure 2D; Supplementary Dataset S2). 

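Genes with a mean of at least 10 normalized reads over the 4 libraries of a table were tested, 20053 in *fld*, 20026 in *ld*, 20027 in *efl2 efl4* and 20068 in *sdg26 aprf1*. With |log_2_FC| of at least 1 and an unadjusted, two-sided *P* under 0.01, limma called 79 DEGs in *fld* (44 upregulated, 35 downregulated), 101 in *ld* (52 and 49), 87 in *efl2 efl4* (43 and 44) and 100 in *sdg26 aprf1* (79 and 21). All of them are on the authors' lists in Supplementary Dataset S2. Groups simulated without any change, with the spread and depth of these libraries, gave 49 to 82 calls for *fld*, 41 to 87 for *ld*, 45 to 82 for *efl2 efl4* and 50 to 86 for *sdg26 aprf1* over 100 draws. The number in *fld* lies within its range, and the other 3 numbers lie above theirs. Each simulated library had its own noise, without the deviation that real libraries of the same replicate number share. A number within its range therefore does not show that no gene changed. As a ratio, the choice that moved the counts most was a Benjamini-Hochberg adjusted *p* under 0.05 from limma in place of the unadjusted value, which left 2 genes in *fld* (*FLD* and *FLC*), 1 in *ld* and 1 in *efl2 efl4* (*FLC* in both), and 0 in *sdg26 aprf1*, where 916 genes had an unadjusted *P* under 0.05. The 916 are fewer than chance alone gives among 20068 genes at that threshold. They are no sign of further changed genes, and limma without the block was conservative here. In number, |log_2_FC| of at least 0.5 with an unadjusted *P* under 0.05 moved them further, to 422, 523, 551 and 614. Libraries with the same replicate number deviated together in all genotypes. With the replicate number as a block, the counts at the paper's thresholds were 132, 173, 169 and 140, and those with an adjusted *p* under 0.05 in limma were 91, 117, 118 and 8. In the simulated libraries with changed genes, limma with the block called 224 genes at this adjusted threshold, 44 of them unchanged. More of those calls were false than the threshold allows. Unchanged groups, drawn without a replicate effect but tested with the block, gave 60 to 125, 54 to 111, 58 to 112 and 56 to 107 calls in the same order. With the block, the number in *fld* also lies above its range.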

The DEGs in these mutants were significantly overlapped (Figure 2D and E). In particular, we found that the expression of *FLC* and to a lesser extent the expression of the *FLC* homolog *MAF5* were increased in all of the complex mutants (Figure 2F; Supplementary Dataset S3), supporting the notion that the complex components promote flowering by reducing the expression of *FLC* and *MAF5*. Moreover, the RNA-seq analysis identified the critical flowering promotion genes *FT* and *SOC1* as co-downregulated genes in the *fld*, *ld* and *efl2 efl4* mutants (Figure 2F; Supplementary Figure S9; and Supplementary Dataset S3). 

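Of the genes tested in both mutants of a pair, *fld* and *ld* shared 53 DEGs, *fld* and *efl2 efl4* 27, *fld* and *sdg26 aprf1* 30, *ld* and *efl2 efl4* 29, *ld* and *sdg26 aprf1* 33, and *efl2 efl4* and *sdg26 aprf1* 19. Every shared DEG changed in the same direction in both mutants, except 1 of the 29 of *ld* and *efl2 efl4*. Fisher's exact test (one-sided, 6 pairs, Benjamini-Hochberg adjusted) gave *p* values from 2.3e-109 for *fld* and *ld* to 3.6e-28 for *efl2 efl4* and *sdg26 aprf1*. All comparisons used the same Col-0 libraries, whose noise alone makes DEG lists overlap. Unchanged groups simulated against one set of Col-0 libraries shared on average 12.5 to 13.1 DEGs per pair. The highest number in 100 draws was 23 for *fld* and *ld*, 24 for *fld* and *efl2 efl4*, 26 for *fld* and *sdg26 aprf1*, 21 for *ld* and *efl2 efl4*, 23 for *ld* and *sdg26 aprf1*, and 24 for *efl2 efl4* and *sdg26 aprf1*. The first 5 pairs exceeded every draw and the last did not. As the draws held no replicate effect, the number of the last pair does not show that its overlap is noise. The replicate block raised the shared numbers to 91, 52, 52, 68, 54 and 34 in the order given. Each lies above the highest of the draws tested with the block (35, 36, 32, 35, 30 and 33). An adjusted *p* threshold of 0.05 in limma lowered them to 1 gene in each pair of *fld*, *ld* and *efl2 efl4* and to 0 in each pair with *sdg26 aprf1*.

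The 4 lists had 237 genes in all, and 12 of these were DEGs in every mutant, 9 upregulated and 3 downregulated, against a mean of 2.39 and at most 7 in the draws of unchanged groups. With the replicate block they were 25, including the 12. Upregulated were *FLC*, *MAF5*, AT1G77960, *EMB975* (AT2G01860), *HOL2* (AT2G43920), AT4G29990, AT5G44980, *NAP5* (AT1G71330) and *MES18* (AT5G58310). Apart from *FLC* and *MAF5*, the largest rise in *fld*, *ld* and *efl2 efl4* was that of AT1G77960 on chromosome 1 (29310021 to 29313571), from 30.8 ± 8.69 normalized reads in Col-0 to between 161 ± 55.3 (*sdg26 aprf1*) and 270 ± 32.5 (*ld*), on a scale set across all 10 libraries (SD, n = 2). In *sdg26 aprf1*, AT5G44980 (log_2_FC 2.58) and *EMB975* (2.36) rose more than AT1G77960 (2.33). Downregulated were AT1G13470, *ANK* (AT5G54610) and AT3G33528. The last of these, on chromosome 3 from 14082640 to 14084346, had 38.3 ± 6.64 normalized reads in Col-0 and at most 2.54 ± 0.735 in the mutants, and was listed at 0 in both *efl2 efl4* libraries. Only 89.9% of its 50-base windows occur once in the genome, so its level is uncertain.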

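*FLC* (AT5G10140) lies on the − strand of chromosome 5 from 3173382 to 3179448, and the annotation places the antisense gene AT5G01675 over it. In the 4 tables, *FLC* had 3.97 to 4.00 normalized reads on average in Col-0, against 618 ± 7.99 (SD, n = 2) in *fld*, 505 ± 21.7 in *ld*, 381 ± 13.9 in *efl2 efl4* and 155 ± 16.3 in *sdg26 aprf1*. The log_2_FC was 6.95 in *fld* (standard error 0.17; limma, adjusted *p* = 0.00751), 6.67 in *ld* (standard error 0.18; limma, adjusted *p* = 0.0109), 6.25 in *efl2 efl4* (standard error 0.20; limma, adjusted *p* = 0.0122) and 4.96 in *sdg26 aprf1* (standard error 0.24; limma, adjusted *p* = 0.0982). A pseudocount of 5 in place of 1 moved these values most, to 6.11, 5.83, 5.42 and 4.15. With the replicate block, the limma adjusted *p* in *sdg26 aprf1* was 0.0338. Over the alternatives, the adjusted *p* in *sdg26 aprf1* was highest with the edgeR quasi-likelihood test, at 0.107. It was lowest, at 3.8e-32, with the edgeR exact test on every gene of the table, chosen after seeing the values. The edgeR exact test with the filter gave 6.8e-31.

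*MAF5* (AT5G65080) lies on the + strand of the same chromosome from 25997504 to 26002619. Its normalized reads rose from 12.4 to 12.5 in Col-0 to 86.1 ± 11.9 in *fld*, 61.1 ± 24.1 in *ld*, 108 ± 7.40 in *efl2 efl4* and 37.2 ± 10.2 in *sdg26 aprf1*. The log_2_FC was 2.69 (standard error 0.25), 2.17 (standard error 0.36), 3.02 (standard error 0.23) and 1.49 (standard error 0.33) in the order given. In each mutant *MAF5* passed the thresholds for DEGs but not an adjusted *p* of 0.05, its limma adjusted *p* values lying between 0.163 and 0.741. With the replicate block, the limma adjusted *p* was 0.000297 in *fld*, 0.00464 in *ld*, 3.18e-05 in *efl2 efl4* and 0.319 in *sdg26 aprf1*. Over all alternatives of limma, edgeR and DESeq2, the adjusted *p* ranged from 3.2e-11 to 0.323, from 1.4e-04 to 0.773, from 3.5e-15 to 0.181 and from 0.0256 to 0.886, respectively. By DESeq2 on the recovered reads, *MAF5* in *sdg26 aprf1* had a log_2_FC of 1.58 and an unadjusted two-sided *P* of 0.0102, just outside the threshold. Of the other *FLC* homologs, *MAF4* (AT5G65070), next to *MAF5*, was a DEG in *fld* (log_2_FC 1.74), *ld* (1.63) and *efl2 efl4* (1.95) but not in *sdg26 aprf1* (0.48, and between 0.15 and 0.81 with each library left out in turn), and a test of its difference among the 4 mutants gave an adjusted *p* of 0.363 (edgeR quasi-likelihood F test). *MAF1*, *MAF2* and *MAF3* had log_2_FC values between −0.10 and 0.33, and none of them was a DEG in any mutant.

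**Figure D1:**
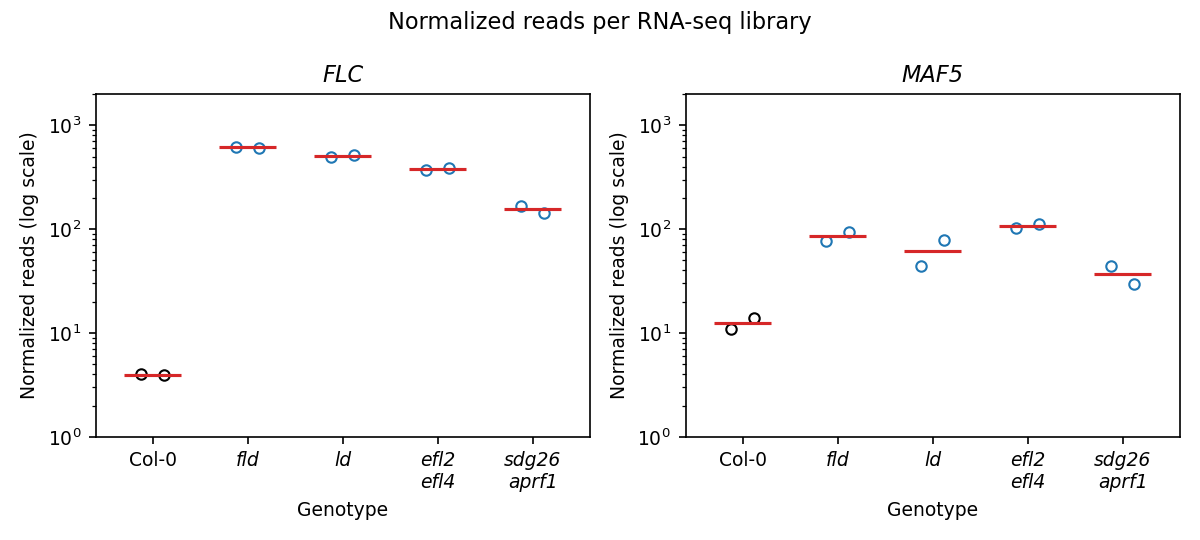
Normalized reads of *FLC* and *MAF5* in each RNA-seq library, on one scale set across the 10 libraries and a log axis. Each circle is a library of the genotype on the horizontal axis (black, Col-0; blue, mutants) and each red line is the mean of 2 libraries. For both genes the mutant libraries lie above both Col-0 libraries, and *FLC* is lowest among the mutants in *sdg26 aprf1*.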

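*FT* (AT1G65480; chromosome 1, 24331373 to 24333999, + strand) had 56.5 to 57.0 normalized reads on average in Col-0. It had 4.51 ± 2.15 (SD, n = 2) in *fld*, 6.56 ± 2.20 in *ld* and 10.5 ± 0.674 in *efl2 efl4*, or 7.92%, 11.6% and 18.4% of the Col-0 level. The log_2_FC was −3.44 in *fld* (standard error 0.39), −2.95 in *ld* (standard error 0.33) and −2.33 in *efl2 efl4* (standard error 0.26). *SOC1* (AT2G45660, annotated as *AGL20*; chromosome 2, 18807505 to 18811125, − strand) had 287 to 290.1 normalized reads in Col-0, and 14.5 ± 2.22 in *fld*, 21.7 ± 1.91 in *ld* and 27.5 ± 6.27 in *efl2 efl4*. Its log_2_FC was −4.23 (standard error 0.20), −3.67 (standard error 0.18) and −3.37 (standard error 0.22). The unadjusted two-sided *P* from limma was between 2.9e-04 and 4.2e-04 for *FT* and between 7.7e-06 and 2.1e-05 for *SOC1*. Adjusted over all tested genes, the limma *p* values were 0.418, 0.456 and 0.347 for *FT* and 0.0512, 0.0780 and 0.105 for *SOC1*, so both genes were DEGs by the paper's thresholds and passed no adjusted *p* of 0.05. With the replicate block, the limma adjusted *p* values were 6.05e-04, 0.00194 and 0.00114 for *FT* and 8.18e-07, 1.89e-05 and 1.81e-06 for *SOC1*. Over the alternatives of limma, edgeR and DESeq2, the adjusted *p* of *FT* ranged from 1.2e-11 to 0.479, from 2.7e-09 to 0.478 and from 1.0e-06 to 0.350, and that of *SOC1* from 7.3e-38 to 0.0524, from 4.4e-30 to 0.0811 and from 5.6e-27 to 0.143. The differences from Col-0 were larger than the spread between the 2 replicates of any genotype.

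**Figure D2:**
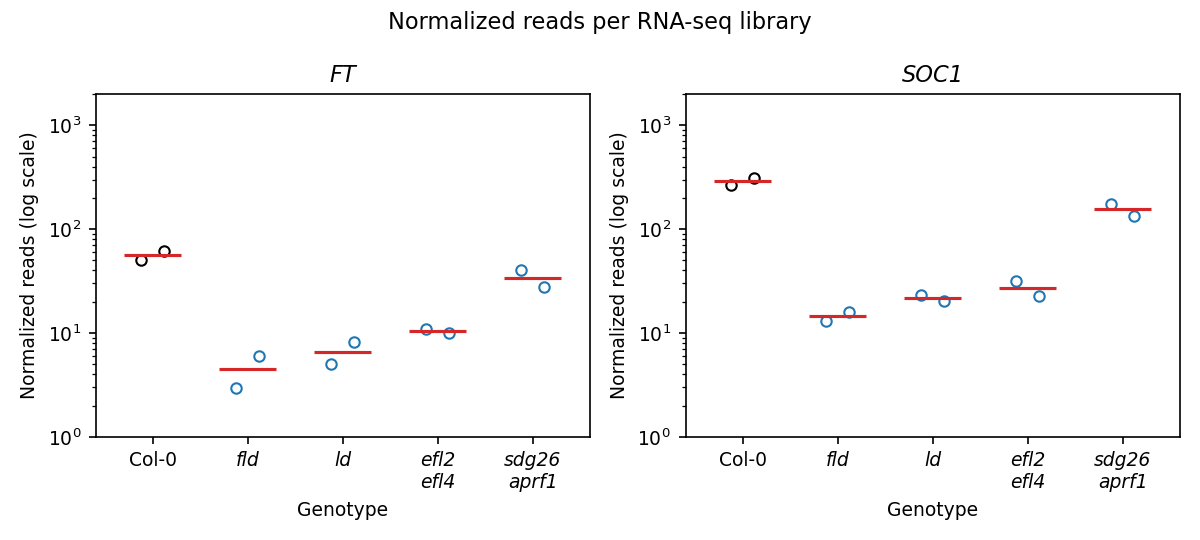
Normalized reads of *FT* and *SOC1* in each RNA-seq library, on one scale set across the 10 libraries and a log axis. Each circle is a library of the genotype on the horizontal axis (black, Col-0; blue, mutants) and each red line is the mean of 2 libraries. The *fld*, *ld* and *efl2 efl4* libraries lie far below the Col-0 libraries for both genes, and the *sdg26 aprf1* libraries lie between them.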

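In *sdg26 aprf1*, *FT* had 34.1 ± 8.81 normalized reads (SD, n = 2) against 56.8 ± 8.01 in Col-0, and *SOC1* had 155.1 ± 29.0 against 289 ± 30.2. Both mutant libraries were below both Col-0 libraries for each gene, which happens by chance in 16.7% of the ways to divide 4 libraries. The log_2_FC was −0.73 for *FT* (standard error 0.27), with an unadjusted two-sided *P* of 0.0416 from limma, and −0.90 for *SOC1* (standard error 0.18), with 0.00425 from the same test. For *FT*, the unadjusted *P* was 0.109 with DESeq2 and 0.0847 with limma on all 10 libraries, both above the relaxed threshold of 0.05. It was between 0.0259 and 0.0432 with the edgeR tests, other pseudocounts, upper-quartile rescaling and the replicate block. Without *sdg26 aprf1* replicate 2, the log_2_FC of *FT* was −0.48. Neither passed an adjusted *p* of 0.05 in limma, where the values were 1.00 and 0.693, although the edgeR exact test gave *SOC1* an adjusted *p* of 0.0371, the lowest over its alternatives, of which the highest was 0.692. Over the whole table, |log_2_FC| of at least 0.5 with an unadjusted limma *P* under 0.05 was met by 614 genes in *sdg26 aprf1*, 397 of them upregulated, and by 422, 523 and 551 genes in *fld*, *ld* and *efl2 efl4*.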

Although *FT* and *SOC1* were not identified by RNA-seq as downregulated genes in the *sdg26 aprf1* mutant when stringent thresholds (log_2_FC < −1; *P* < 0.01) were used, the downregulation of *FT* (log_2_FC = −0.73; *P* = 0.025) and *SOC1* (log_2_FC = −0.90; *P* = 0.00019) was evident when the thresholds were slightly reduced (log_2_FC > 0.5 or <−0.5; *P* < 0.05) (Figure 2F; Supplementary Dataset S3). Therefore, the complex components not only suppress the expression of the flowering repressor genes *FLC* and *MAF5* but also promote the expression of the flowering promotion genes *FT* and *SOC1*.

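With each library left out in turn, the log_2_FC of *FLC* over the 4 mutants stayed between 4.86 and 6.97 and that of *MAF5* between 1.21 and 3.17, while that of *FT* stayed between −3.85 and −0.48 and that of *SOC1* between −4.38 and −0.71. From higher *FLC* and *MAF5* transcript levels and lower *FT* and *SOC1* transcript levels in the mutants than in the WT, the paper concludes that the complex components suppress the former genes and promote the expression of the latter.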

Because *FLC* represses flowering by preventing the transcription of *FT* and *SOC1* (62–64), we determined whether the increased expression of *FLC* in the complex mutants is critical for the late-flowering phenotype and for the reduced expression of *FT* and *SOC1*. We introduced the *flc* mutation into the complex mutants by genetic crossing and found that the late-flowering phenotype of all of the mutants was eliminated by the *flc* mutation (Figure 2G). Consistent with the elimination of the late-flowering phenotype, the reduced expression of *FT* and *SOC1* in the *sdg26 aprf1*, *efl2 efl4*, *fld* and *ld* mutants was significantly rescued by the *flc* mutation (Figure 2H). These results suggest that the complex components suppress *FLC* expression and thereby promote flowering through the autonomous pathway. We hereafter refer to this collection of components as the AuPC.

### Identification of a DNA-binding coiled-coil domain in SDG26 that is responsible for the association of SDG26 with *FLC* chromatin

Among the AuPC components, FLD was previously reported to associate with *FLC* chromatin as determined by chromatin immunoprecipitation combined with PCR (ChIP-PCR) (32). We generated *EFL2-GFP*, *APRF1-GFP* and *SDG26-GFP* transgenic plants and determined the association of EFL2, APRF1 and SDG26 with *FLC* chromatin by ChIP-PCR; the results indicated that these components are enriched at the full length of *FLC* and especially at the 5′- and 3′-ends of the gene body (Figure 3A), suggesting that the AuPC components function as a whole to associate with the *FLC* chromatin. We then determined which components of the AuPC can directly bind to DNA. SDG26, EFL2, FLD and LD were expressed and purified from *E. coli* or yeast and were then subjected to an EMSA. The results indicated that the C-terminal uncharacterized region (320–492 aa) of SDG26 bound to the double-stranded DNA from the *FLC* sequence (*FLC-2*), whereas EFL2, FLD and LD did not bind to the DNA sequence (Figure 3B and C). According to the protein structure of SDG26 predicted by AlphaFold (65), the C-terminal of SDG26 forms a coiled-coil domain composed of two alpha helices (Figure 4A), a major domain that is responsible for binding to DNA (66), suggesting that the coiled-coil domain is responsible for the binding of SDG26 to DNA. We further found that the C-terminal of SDG26 bound to DNA from different *FLC* loci (Figure 3D), indicating that the C-terminal of SDG26 binds to DNA in a sequence-independent manner. It is possible that SDG26 enhances the basic binding ability of AuPC for *FLC* but is not required for the binding specificity of AuPC for different *FLC* loci.

**Figure 3.**
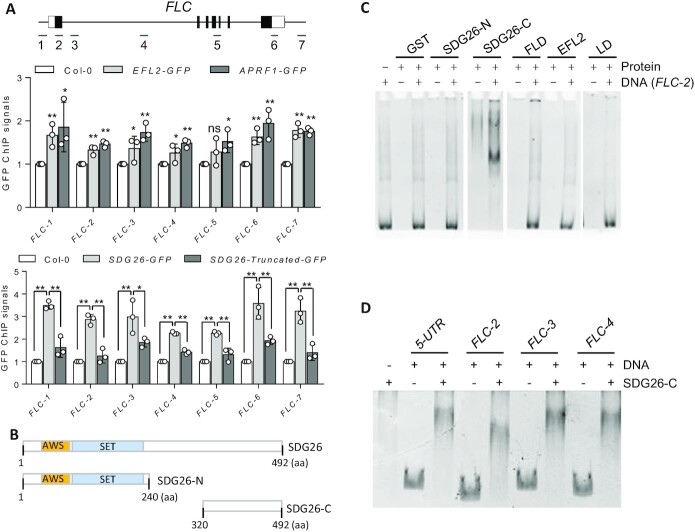
EFL2, APRF1 and SDG26 associate with *FLC* chromatin, and the C-terminal coiled-coil domain of SDG26 directly binds to double-stranded DNA. (**A**) Association of EFL2, APRF1 and SDG26 with *FLC* chromatin as determined by ChIP-PCR. The ChIP-PCR signals were detected at the indicated positions of *FLC*. Anti-GFP antibody was used for ChIP-PCR in WT and in *EFL2-GFP*, *APRF1-GFP* and *SDG26-GFP* transgenic plants. The transgenic plants expressing the C-terminal (320–492 aa) truncated SDG26-GFP were used to determine the effect of the C-terminal deletion on the association of SDG26 with *FLC* chromatin. Values are means ± standard deviation of three biological replicates. **P < 0.01, *P < 0.05; ns, not significant, as determined by Student’s *t*-test. (**B**) Schematic representation of the full-length SDG26 and the truncated versions SDG26-N (1–240 aa) and SDG26-C (320–492 aa). (**C**) The binding of SDG26, FLD, EFL2 and LD to DNA as determined by EMSA. SDG26-N (1–240 aa), SDG26-C (320–492 aa), FLD and EFL2 were fused with GST and were expressed and purified from *E. coli*. LD fused with Flag was expressed and purified from yeast. The sequence of the DNA probe is from the SDG26-bound *FLC* chromatin locus. (**D**) The binding of SDG26 to different DNA probes as determined by EMSA. SDG26-C fused with GST was expressed and purified from *E. coli*. The DNA probes are from different *FLC* loci as indicated.

**Figure 4.**
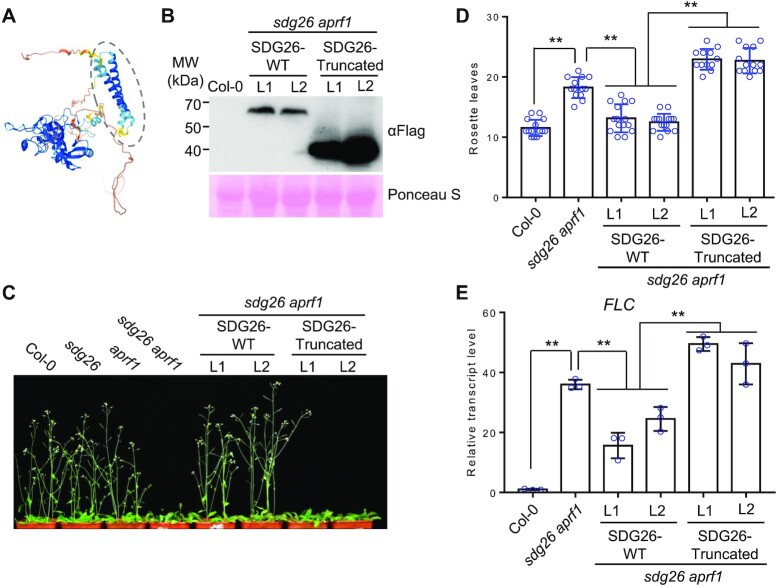
Effect of the C-terminal deletion on the regulation of flowering time and *FLC* expression by SDG26. (**A**) Structure of SDG26 as predicted by AlphaFold. The coiled-coil domain composed of two alpha helices is labeled by a dashed oval. (**B**) Expression levels of full-length and C-terminal truncated SDG26 proteins in corresponding transgenic plants as determined by western blotting. Two individual transgenic lines were subjected to the analysis. The ribosome protein stained by Ponceau S is indicated as a loading control. (**C**, **D**) Restoration of the late-flowering phenotype of the *sdg26 aprf1* mutant by full-length and C-terminal truncated versions of SDG26. The morphological phenotype (C) and the number of rosette leaves (D) in indicated genotypes are shown. Values are means ± standard deviation (*n* > 12). **P < 0.01, as determined by Student’s *t*-test. (**E**) Restoration of the *FLC* expression of the *sdg26 aprf1* mutant by the full-length and truncated *SDG26* transgenes. Values are from three independent biological replicates. **P < 0.01, as determined by Student’s *t*-test.

We therefore expressed a C-terminal truncated version of SDG26 in *Arabidopsis* plants and assessed the effect of the truncation on the association of SDG26 with *FLC* chromatin by ChIP-PCR. We found that the truncation significantly reduced the association of SDG26 with *FLC* chromatin (Figure 3A). We also introduced the C-terminal truncated SDG26 into the *sdg26 aprf1* mutant for complementation testing (Figure 4B). Given that the effect of *sdg26* on flowering time is more significant in the *aprf1* mutant background than in the WT background (Figure 2A and B), we performed complementation testing for WT and truncated *SDG26* in the *sdg26 aprf1* double mutant rather than in the *sdg26* single mutant. We found that the late-flowering phenotype of the *sdg26 aprf1* mutant was significantly complemented by the WT SDG26 but not by the C-terminal truncated SDG26 (Figure 4C and D). Consistent with the effect of the truncation on the function of SDG26 in flowering time regulation, the *FLC* expression level was also significantly restored by the WT SDG26 but not by the C-terminal truncated SDG26 (Figure 4E). The C-terminal coiled-coil domain of SDG26 is conserved in the SDG26 orthologs of other angiosperms but not in any other TrxG histone methyltransferases (Supplementary Figure S10), suggesting that the DNA-binding coiled-coil domain represents a unique property of SDG26 and its orthologs in angiosperms. The truncated *SDG26* transgene seems to weakly enhance the late-flowering phenotype and *FLC* expression in the *sdg26 aprf1* mutant background (Figure 4D and E), indicating that the truncated SDG26 has a dominant negative effect on the AuPC. Together, these results indicate that the binding of the SDG26 coiled-coil domain to DNA mediates the association of SDG26 with *FLC* chromatin and thereby promotes flowering by suppressing *FLC* expression.

### The regulation of flowering time by the AuPC is independent of the histone methyltransferase activity of SDG26

SDG26 was previously reported to activate the expression of the flowering promotion gene *SOC1* by facilitating H3K4me3 and H3K36me3 (43,44). Given that SDG26 is a member of the TrxG histone methyltransferase family and has active histone methyltransferase activity as determined by an *in vitro* assay (42), the histone methyltransferase activity of SDG26 is likely to be essential for mediating H3K4me3 and H3K36me3 at *SOC1* and thereby promotes flowering. In an independent study (35), however, the histone methyltransferase activity of SDG26 was not detected by an *in vitro* assay. These inconsistent results prompted us to determine whether the histone methyltransferase activity of SDG26 is involved in the regulation of flowering time. SDG26-Y118 is conserved in the SET domains of histone methyltransferases and has been shown to be critical for the catalytic activity of the SDG26 homolog in yeast as determined by a structural analysis (67). Thus, we generated a SDG26-Y118 to A (SDG26-Y118A) mutation that disrupted the critical residue in the conserved catalytic domain of SDG26 (Figure 5A), and then introduced the mutated *SDG26* into the *sdg26 aprf1* mutant plants for complementation testing. Although the expression levels of the mutated *SDG26* were similar to those of the WT *SDG26* (Figure 5B), the late-flowering phenotype of the *sdg26 aprf1* mutant was restored by the mutated SDG26 as well as by the WT SDG26 (Figure 5C and D), indicating that the histone methyltransferase activity of SDG26 is not required for the SDG26-dependent promotion of flowering. Consistent with the promotion of flowering by the mutated *SDG26*, the *FLC* expression level was suppressed by the mutated *SDG26* as well as by the WT *SDG26* (Figure 5E). These results suggest that SDG26 functions as a subunit of the AuPC and thereby regulates flowering time in a histone methyltransferase activity-independent manner.

**Figure 5.**
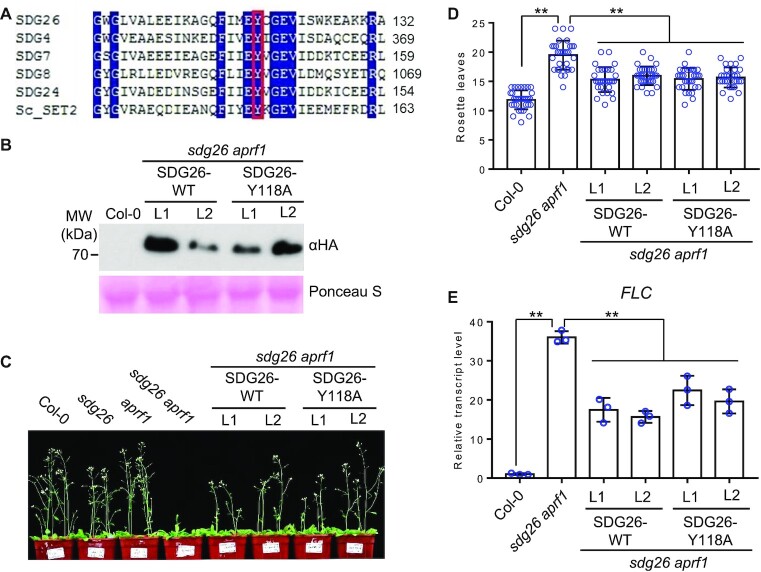
Effect of the SET domain mutation on the regulation of flowering time and *FLC* expression by SDG26. (**A**) Alignment of the conserved SET domain sequences in SDG26 and its paralogs in *Arabidopsis* and in the closely related SET2 in yeast. The tyrosine site responsible for the histone methyltransferase activity is highlighted by a box. (**B**) The expression levels of WT SDG26 and mutated SDG26 (Y118A) in corresponding transgenic plants as determined by western blotting. Two individual transgenic lines were subjected to the analysis. The ribosome protein stained by Ponceau S is indicated as a loading control. (**C**, **D**) Restoration of the late-flowering phenotype of the *sdg26 aprf1* mutant by the WT and mutated SDG26 transgenes. The morphological phenotype (C) and the number of rosette leaves (D) in indicated genotypes are shown. Values are means ± standard deviation (*n* > 30). **P < 0.01, as determined by Student’s *t*-test. (**E**) Restoration of the *FLC* expression of the *sdg26 aprf1* mutant by the WT and mutated *SDG26* transgenes. Values are from three independent biological replicates. **P < 0.01, as determined by Student’s *t*-test.

### The AuPC regulates multiple histone modifications at *FLC* and *MAF5* chromatin loci

As previously reported, the known autonomous pathway component FLD affects multiple histone modifications at *FLC* and *FLC* homologs (11,24,30–34). We therefore performed ChIP-seq analyses to determine whether all of the AuPC components identified in this study regulate flowering time by affecting these histone modifications. Based on two independent replicates of the ChIP-seq data, we identified genes with increased and reduced enrichments of the histone modifications in the AuPC mutants relative to the WT (Figure 6A; Supplementary Dataset S4). Interestingly, only a small number of genes (<100 for most of the histone modifications) showed significant changes (FC > 1.5, *P* < 0.01) in the enrichment of histone modifications in the AuPC mutants. As expected, the changes in histone modifications were highly similar among the different AuPC mutants (Figure 6A; Supplementary Dataset S4), supporting the inference that these AuPC components function as a whole to regulate histone modifications at the same target genes. The enrichments of all of the tested histone modifications were markedly altered at *FLC* chromatin in all of the AuPC mutants (Figure 6B and C; Supplementary Dataset S4). Consistent with the increased expression of *FLC* in the AuPC mutants, the histone modifications (H3Ac, H3K4me3 and H3K36me3) associated with transcriptional activation were increased, and the histone modification (H3K27me3) associated with transcriptional repression was reduced in the AuPC mutants (Figure 6B and C), suggesting that all of the AuPC components can suppress *FLC* expression at least partially by regulating these histone modifications.

**Figure 6.**
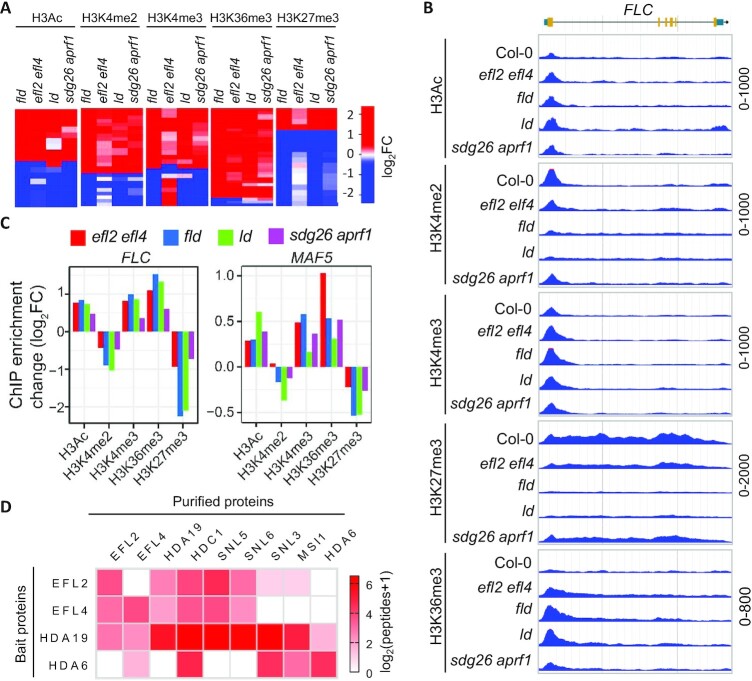
Effect of the AuPC mutations on H3Ac, H3K4me2, H3K4me3, H3K36me3 and H3K27me3 at the whole-genome level. (**A**) Heatmaps showing the effect of the AuPC mutations on histone modifications at genes with significantly up- and downregulated histone modifications in the *fld* mutant. The color scale denotes log_2_FC of ChIP-seq signals between mutants and WT. (**B**) Genome browser view of histone modifications at *FLC* in the AuPC mutants and the Col-0 control. ChIP-seq signals are shown for H3Ac, H3K4me2, H3K4me3, H3K27me3 and H3K36me3. The scale of RPKM is indicated for each panel. (**C**) Effect of the AuPC mutations on the levels of H3Ac, H3K4me2, H3K4me3, H3K36me3 and H3K27me3 at *FLC* and *MAF5*. The effect is indicated by log_2_FC of ChIP-seq signals between mutants and WT. The H3K27me3 level was determined by ChIP-seq signals in the full-length gene body, and the H3Ac, H3K4me2, H3K4me3 and H3K36me3 levels were determined by ChIP-seq signals at the transcription start site (−100 to +400 bp). (**D**) Heatmap showing proteins co-purified with Flag-tagged EFL2, EFL4, HDA19 and HDA6 as determined by affinity purification and mass spectrometry. The number of detected peptides was used to estimate the abundance of purified proteins. The color scale represents log_2_(peptides + 1).

The autonomous pathway component FLD was reported to function as an LSD1-like histone demethylase that is responsible for demethylating H3K4me1 and H3K4me2 but not H3K4me3 (24,68). Previous studies showed that the H3K4me2 level at the intragenic region of *FLC* was increased in the *fld* mutant, and the increased level of H3K4me2 was thought to be associated with the activation of *FLC* expression (24,32,33). Unlike these studies, recent studies indicated that H3K4me2 was enriched around the transcription start site of *FLC* in the WT and the enrichment was reduced in the *fld* mutant (35,36). Our H3K4me2 ChIP-seq results confirmed the enrichment of H3K4me2 at the *FLC* transcription start site and the reduction of H3K4me2 in the *fld* mutant (Figure 6B and C; Supplementary Table S1; and Supplementary Dataset S4). Moreover, the reduced enrichment of H3K4me2 was also found in the other AuPC mutants (Figure 6B and C; Supplementary Table S1; and Supplementary Dataset S4). A whole-genome analysis in rice indicated that H3K4me2 functions as a mark associated with transcriptional repression (69). We therefore predicted that the increased expression of *FLC* in the AuPC mutants is partially caused by the reduced level of H3K4me2, although how the H3K4me2 level is reduced in the AuPC mutants remains elusive. Considering that H3K4me3 is over-accumulated at the transcription start site of *FLC* in the AuPC mutants, we predict that the accumulation of H3K4me2 caused by depletion of FLD is rapidly converted into H3K4me3, resulting in a significant reduction in H3K4me2.

Among all of the tested AuPC mutants, we found that *MAF5* chromatin showed an increase in H3Ac, H3K4me3 and H3K36me3, and a reduction in H3K27me3 (Figure 6C; Supplementary Dataset S4); these changes are consistent with the increased expression of *MAF5* in the AuPC mutants (Figure 2F; Supplementary Dataset S2). The AuPC may therefore either directly or indirectly regulate these histone modifications at both *FLC* and *MAF5* and thereby suppresses the expression of these genes. The H3K4me2 level of *MAF5* chromatin was reduced in the AuPC mutants *fld*, *ld* and *sdg26 aprf1* and was not significantly affected in the *efl2 efl4* mutant (Figure 6C; Supplementary Dataset S4), suggesting that the increased expression of *MAF5* in the AuPC mutants cannot be explained by the H3K4me2 change. As shown by previous whole-genome analyses, although H3K4me3 is associated with the activation of gene expression, H3K4me2 is not an indicator of gene expression (70,71). We therefore infer that the AuPC suppresses gene expression at least partially by affecting the active histone modifications H3Ac, H3K4me3 and H3K36me3 and the repressive histone modification H3K27me3. In contrast, H3K4me2 is unlikely to be a casual effect of the AuPC on the expression of *FLC* and *MAF5*.

Two previous studies (35,36) indicated that the histone demethylase FLD mediates demethylation of H3K4me1 and thereby represses *FLC* expression. Given that the FLD is a core component of the AuPC, we infer that FLD-dependent demethylation of H3K4me1 is important for the regulation of *FLC* expression by the AuPC. It is possible that the AuPC primarily mediates demethylation of H3K4me1 and subsequently affects multiple other histone modifications. FLD was shown to mediate demethylation of H3K4me1 especially at convergent genes and thereby repress transcription (36). By re-analyzing the H3K4me1 data, we found that while FLD-dependent H3K4me1 demethylation is enriched at convergent genes, it also occurs at a number of tandem genes (Supplementary Figure S11A). Moreover, the upregulated DEGs in all the tested AuPC mutants were either not enriched or only slightly enriched at convergent genes (Supplementary Figure S11A). 

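Each nuclear gene of the TAIR10.1 annotation was called convergent when the gene downstream of it lies on the opposite strand, and tandem otherwise. Among the genes tested in each mutant, 51.7% to 51.8% were convergent. Of the upregulated DEGs, 23 of 44 were convergent in *fld* (52.3%), 28 of 52 in *ld* (53.8%), 20 of 43 in *efl2 efl4* (46.5%) and 32 of 79 in *sdg26 aprf1* (40.5%). Hypergeometric tests for an excess of convergent genes (one-sided, with the tested genes as background) gave *p* values of 0.536, 0.437, 0.801 and 0.983, each 0.983 after Benjamini-Hochberg adjustment over the 4 mutants. The threshold on the adjusted *p* of 0.05 in limma moved the shares most, since it left 1 upregulated gene, *FLC*, in *fld*, *ld* and *efl2 efl4*, and *FLC* is a tandem gene. The direction of the small excess in *fld* and *ld* changed when neighbours were sought among protein-coding genes only (46.5% of 43 genes and 48.0% of 50 genes, against 49.2% of the tested genes in both). In *ld* it also changed under the replicate block (48.8% of 86 genes).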

By comparing upregulated DEGs in the AuPC mutant and genes with increased levels of H3K4me1 in the *fld* mutant, we found that only a small portion of upregulated DEGs in the AuPC mutants showed increased levels of H3K4me1 in the *fld* mutant (Supplementary Figure S11B). These analyses implicate that the AuPC represses transcription not only via FLD-dependent H3K4me1 demethylation but also via other mechanisms.

To determine whether the AuPC can regulate histone modifications in an H3K4me1 demethylation-independent manner, we analyzed the proteins co-purified with the AuPC components based on AP–MS assays in *Arabidopsis* plants, and found that the histone deacetylase complex components HDA19, HDC1, SNL5 and SNL6 were co-purified with EFL2-Flag and EFL4-Flag (Figure 6D; Supplementary Dataset S1). Moreover, the AP–MS results in our recent study (72) indicated that EFL2 and/or EFL4 were co-purified with HDA6-Flag and HDA19-Flag. These results suggested that EFL2 and EFL4 interact with the histone deacetylase complex, supporting the interference that the AuPC represses transcription at least partially by mediating histone deacetylation. Moreover, previous studies showed that loss of the HDAC components not only causes an increased level of histone acetylation but also causes increased levels of H3K4me3 and H3K36me3 and a reduced level of H3K27me3 at the *FLC* chromatin (22,34,73–75), suggesting that the HDAC-dependent histone deacetylation can indirectly affect multiple other histone modifications. We therefore predict that the AuPC primarily mediates histone deacetylation and subsequently leads to alteration of other histone modifications. These results together provide insights into the molecular mechanism underlying the regulation of flowering time by the autonomous pathway.

## DISCUSSION

In the current study, we identified two ELF4-like proteins, EFL2 and EFL4, as components of the AuPC in *Arabidopsis*. ELF4 is an important component of the circadian clock that regulates various biological processes, including hypocotyl elongation, light-induced seedling de-etiolation and flowering time (76–78). ELF4 is required for the prevention of early flowering under noninductive photoperiod conditions (76). *Arabidopsis* has four ELF4-like proteins: EFL1, EFL2, EFL3 and EFL4 (56). By evaluating the flowering time of *EFL1*, *EFL2* and *EFL3* overexpression lines in the *elf4* mutant background, a previous study indicated that like *ELF4*, *EFL1* and *EFL3* are responsible for the suppression of flowering, whereas *EFL2* has no significant effect on flowering (56). Here, we found that, unlike ELF4, EFL1 and EFL3, which suppress flowering, EFL2 and EFL4 function redundantly as components of the newly identified AuPC and are responsible for the promotion of flowering through the autonomous pathway. These results suggest that, compared with ELF4, EFL1 and EFL3, their homologs EFL2 and EFL4 have an opposite effect on flowering. Although ELF4, EFL1 and EFL3 function as components of the circadian clock and prevent early flowering under noninductive photoperiod conditions, EFL2 and EFL4 function as components of the autonomous pathway to promote flowering. We predict that the antagonistic effects of these homologs coordinate the autonomous and photoperiod-dependent flowering pathways to ensure proper time of flowering under variable environmental conditions.

We demonstrated that several chromatin-associated autonomous pathway components form a multi-subunit complex that regulates histone modifications and transcription of *FLC*. However, it is largely unknown how the AuPC associates with specific chromatin loci, including *FLC*. SDG26 contains a previously uncharacterized C-terminal region, which is unique among TrxG histone methyltransferases in *Arabidopsis* but is conserved in the SDG26 orthologs of other plants. Our results suggest that the C-terminal coiled-coil domain of SDG26 binds to DNA *in vitro* and is responsible for the association of SDG26 with *FLC* chromatin *in vivo*. Given that SDG26 is a component of the AuPC, it is possible that the DNA-binding ability of SDG26 is partially responsible for the association of the AuPC with chromatin. However, because the effect of *sdg26* on flowering time is markedly weaker than that of the *fld*, *ld* and *efl2 efl4* mutations, SDG26 is unlikely to play a major role in mediating the association of the AuPC with chromatin. We predict that other components in the AuPC are also required for the association of the AuPC with chromatin. LD contains a putative homeodomain (79), which is potentially responsible for DNA binding. However, our DNA-binding assay failed to detect the binding of LD to DNA. Considering that the late-flowering phenotype is markedly enhanced in the *sdg26 aprf1* double mutant relative to either *sdg26* or *aprf1* single mutant, we speculate that APRF1 cooperates with SDG26 to mediate the association of the AuPC with chromatin. Future research should determine whether and how APRF1 cooperates with SDG26 to reinforce the association of the AuPC with *FLC* chromatin.

We found that the AuPC regulates multiple histone modifications, including H3Ac, H3K4me3, H3K36me3 and H3K27me3 at *FLC*, which is consistent with previous reports that the well-known autonomous pathway component FLD is required for maintenance of proper levels of multiple histone modifications at *FLC* (11,24,30–34). However, except for FLD, which mediates histone H3K4me1/2 demethylation, the other AuPC components do not directly regulate histone modifications at *FLC*. The mechanism by which the AuPC regulates multiple histone modifications remains to be determined. The histone marks H3K4me3 and H3K36me3 at *FLC* chromatin are directly mediated by the TrxG histone methyltransferases ATX1 or SDG25 and SDG8, respectively (39–41). CLF, a catalytic subunit of the PRC2 histone methyltransferase complex, is responsible for deposition of H3K27me3 at *FLC* chromatin in the rapid-flowering accessions (29). Interestingly, in the *atx1* and *sdg25* mutants, the reduction of H3K4me3 at *FLC* chromatin is accompanied by a reduced level of H3K36me3 and an increased level of H3K27me3; in the *clf* mutant, the reduction of H3K27me3 at *FLC* chromatin is accompanied by increased levels of H3K4me3 and H3K36me3 (29,39,80). FLD-dependent demethylation of H3K4me1 was recently shown to be required for repression of *FLC* transcription (35,36). These results suggest that changes in multiple histone modifications are coordinated to repress *FLC* transcription, although the underlying mechanism is largely unknown.

As determined by our current and previously published AP–MS data (72), we found that several components of the histone deacetylase complex (HDA6, HDA19, HDC1, SNL5 and SNL6) interact with the AuPC components EFL2 and/or EFL4, supporting the notion that the AuPC represses *FLC* transcription by mediating histone deacetylation. The histone deacetylase HDA6 not only regulates histone deacetylation but also affects multiple other histone modifications by directly associating with *FLC* chromatin (34,73,75). The histone deacetylase complex components HDA6 and FVE were reported to interact with FLD and to thereby mediate the coupling of histone deacetylation and H3K4me1/2 demethylation. Moreover, the autonomous pathway component FVE was shown to interact with the PRC2 histone H3K27 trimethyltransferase complex and to thereby mediate histone H3K27 trimethylation at *FLC* (22,74). The interactions between the autonomous pathway components and the different histone modifiers provide a plausible explanation for the effects of the AuPC on multiple histone modifications. Taken together, the results of the current study provide a framework for further investigations of the autonomous flowering pathway.

## DATA AVAILABILITY

Raw data of RNA-seq and ChIP-seq results have been deposited in Gene Expression Omnibus (accession number GSE193253).

## Supplementary Material

gkac551_Supplemental_Files Click here for additional data file.

# Supplementary material for: Characterization of an autonomous pathway complex that promotes flowering in Arabidopsis
**Source:** Nucleic Acids Res. 2022 Jun 29;50(13):7380–95. doi: 10.1093/nar/gkac551
**Supplement:** gkac551_Supplemental_Files

# Supplemental Figure 1

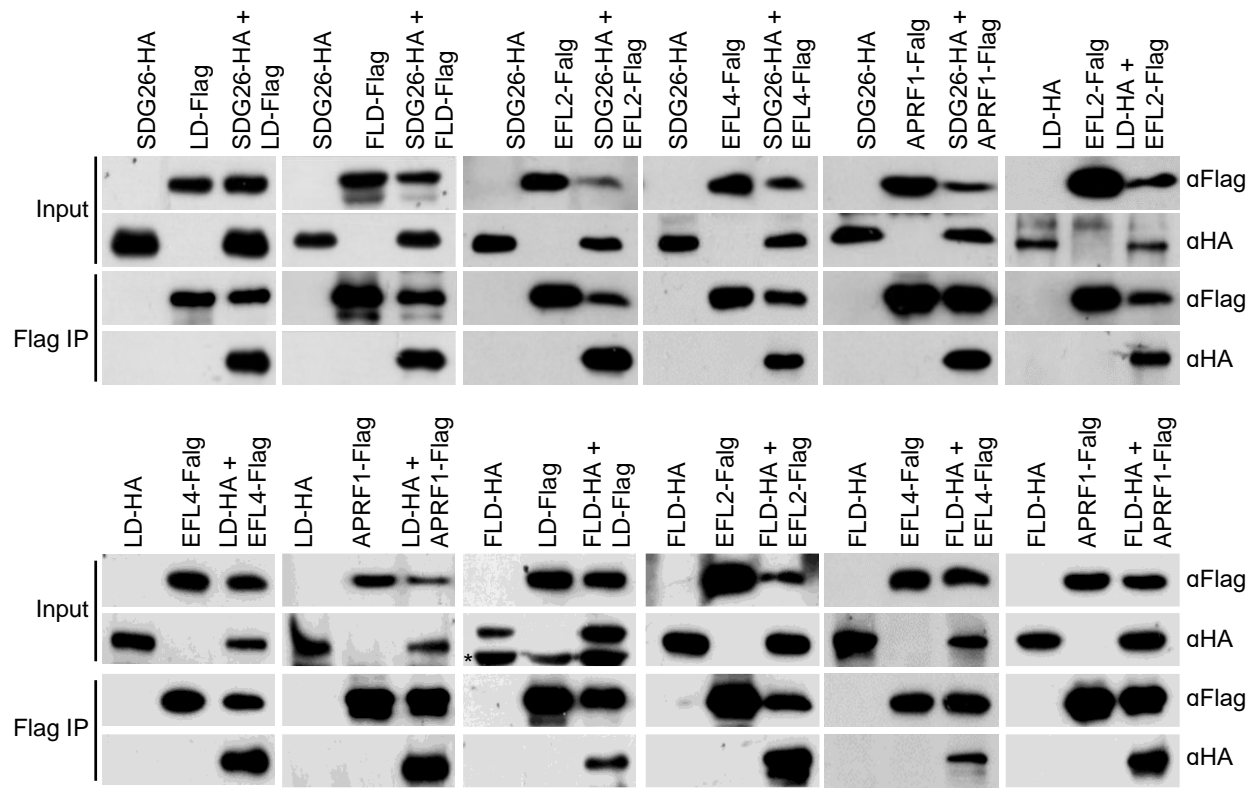

**Supplemental Figure 1. Pairwise interactions of FLD, LD, SDG26, EFL2, EFL4, and APRF1 as determined by co-IP.** Indicated Flag-tagged transgenic plants were crossed to HA-tagged transgenic plants. The progeny expressing both Flag- and HA-tagged proteins were used for co-IP.

# Supplemental Figure 2

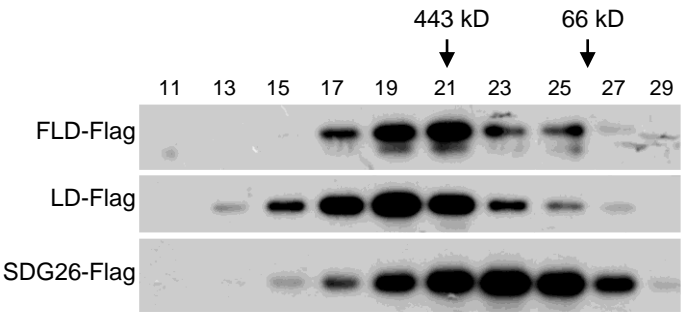

**Supplemental Figure 2. Determination of the high-molecular-weight complex containing FLD, LD, and SDG26 by gel filtration.** Total proteins extracted from *FLD-Flag*, *LD-Flag*, and *SDG26-Flag* transgenic plants were run on a Superose 6 (10/300 GL) column followed by western blotting. The 443-kD (ApoF, apoferritin) and 66-kD (Alb, albumin) mark proteins were used for estimation of protein size.

# Supplemental Figure 3

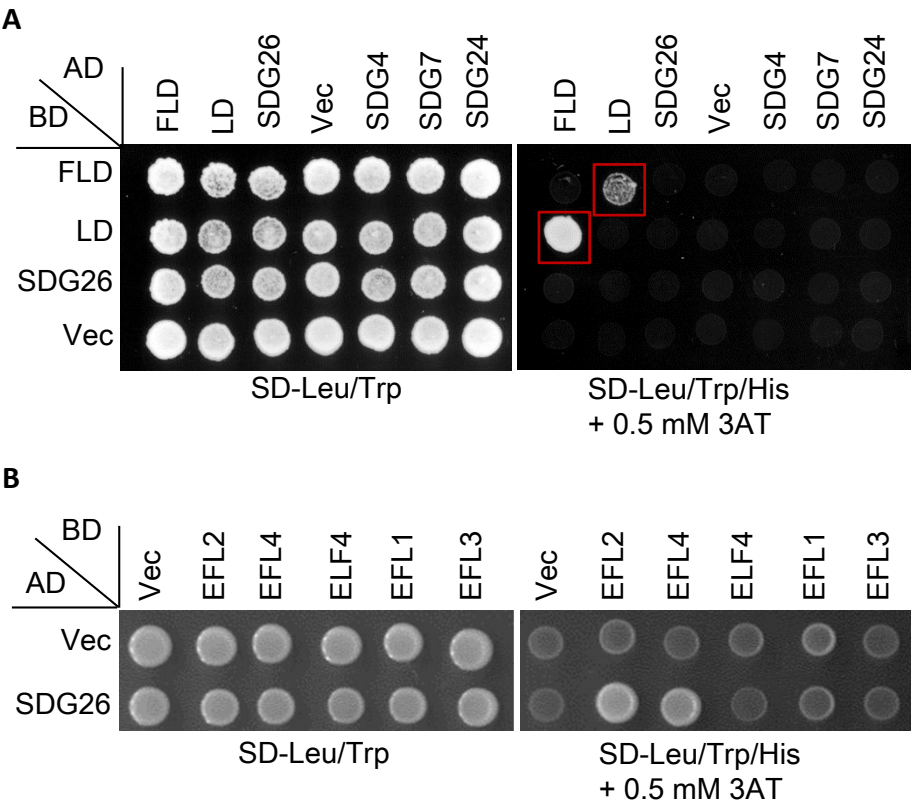

**Supplemental Figure 3. Determination of the interaction between components of the newly identified complex.** (A,B) Determination of the interaction of FLD, LD, SDG26, SDG4, SDG7, and SDG24 (A), and the interaction between SDG26 and ELF4, EFL1, EFL2, EFL3, or EFL4 (B) as determined by Y2H assays. The yeast strains harboring indicated pairs of GAL4-AD and GAL4-BD fused proteins were grown on SD medium minus Leu, Trp, and His (SD-Leu/Trp/His) supplemented with 3-AT for a growth assay. The same yeast strains were also grown on the SD medium minus Leu and Trp (SD-Leu/Trp) as a control.

Supplemental Figure 4

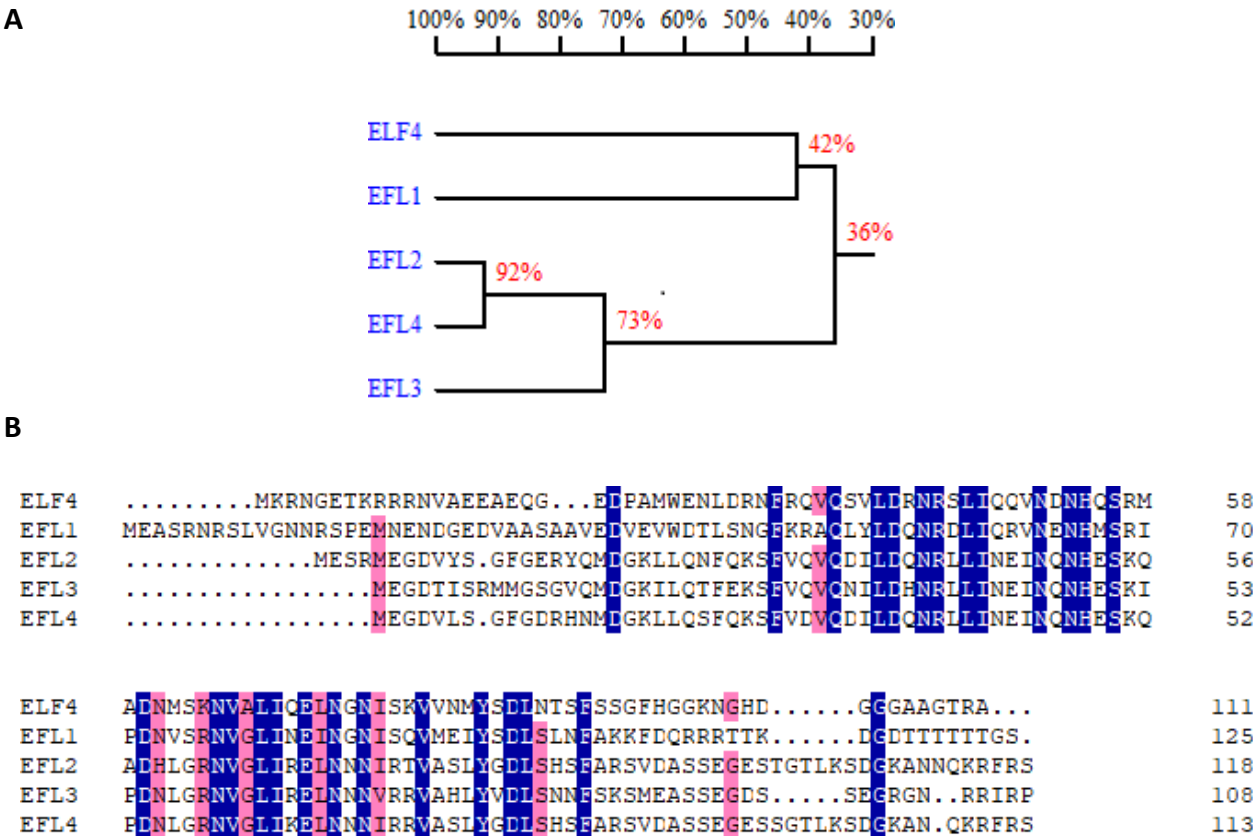

**Supplemental Figure 4. Sequence analyses of ELF4 and the ELF4-like proteins EFL1, EFL2, EFL3, and EFL4.** (A) Phylogenetic analyses of ELF4, EFL1, EFL2, EFL3, and EFL4. The sequence similarity between each pair of protein is indicated. (B) Sequence alignment of ELF4, EFL1, EFL2, EFL3, and EFL4. Multiple Sequence Alignment in DNAMAN was used to align protein sequences. Full alignment and default parameters were chosen for the alignment. The phylogenetic tree was automatically produced based on the alignment.

# Supplemental Figure 5

**A**

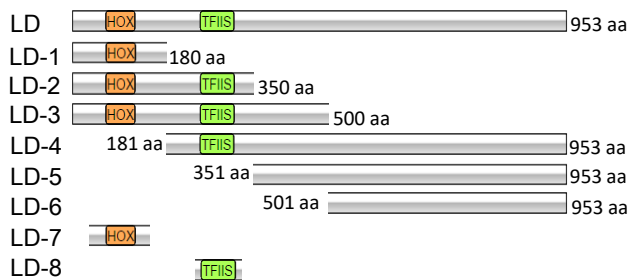

**B**

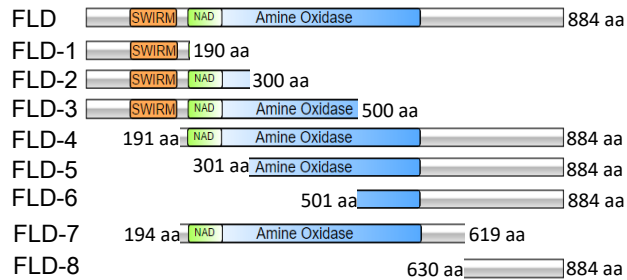

**C**

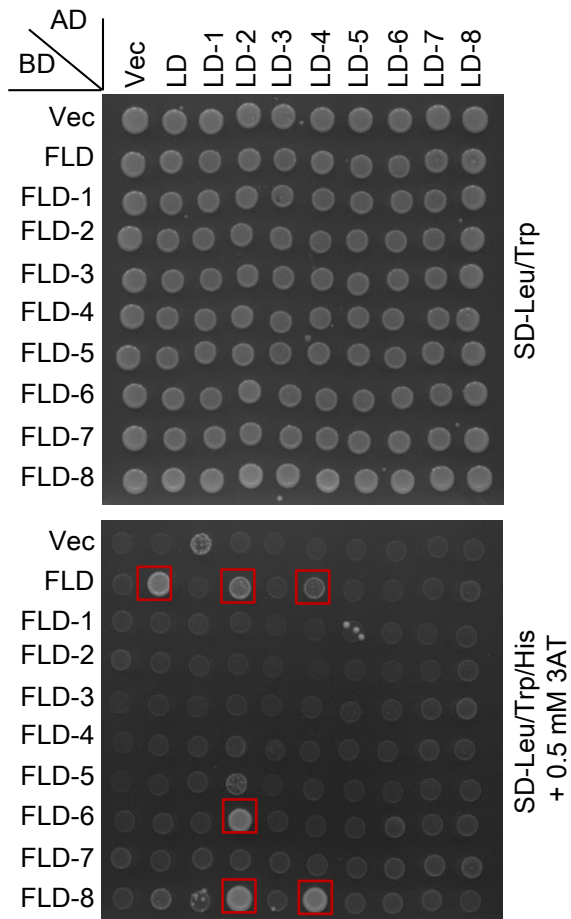

**D**

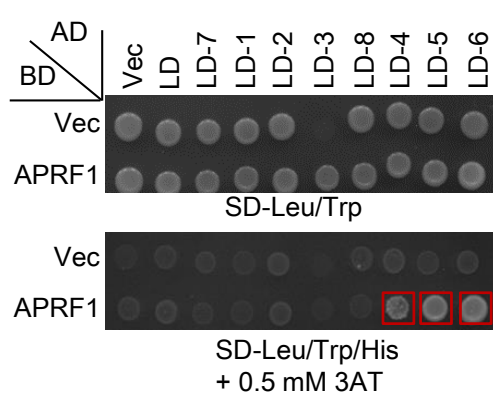

**E**

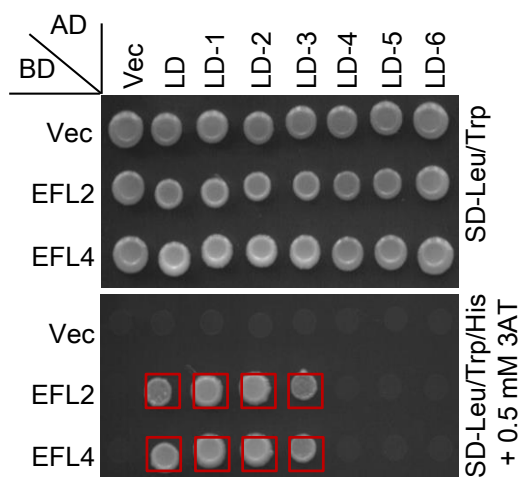

**Supplemental Figure 5. Identification of the interaction domains of FLD and LD by Y2H assays.** (A,B) Schematic representation of the full-length LD and FLD and a series of truncated versions of LD (A) and FLD (B) used in Y2H assays. The full-length and truncated versions of FLD and LD fused with GAL4-BD and/or GAL4-AD were subjected to Y2H assays. The conserved domains in LD and FLD are shown. (C) Determination of the FLD and LD domains responsible for the FLD-LD interaction by Y2H assays. The full-length and truncated versions of FLD fused with GAL4-BD and the full-length and truncated version of LD fused with GAL4-BD were co-expressed and subjected to the Y2H assays. (D) Determination of the interaction between APRF1 and a series of truncated versions of LD by Y2H assays. (E) Determination of the interaction between EFL2/4 and a series of truncated versions of LD by Y2H assays. The yeast strains harboring both the GAL4-BD and GAL4-AD plasmids were grown on the SD-Leu/Trp medium and the SD-Leu/Trp/His medium supplemented with 0.5 mM 3-AT.

## Supplemental Figure 6

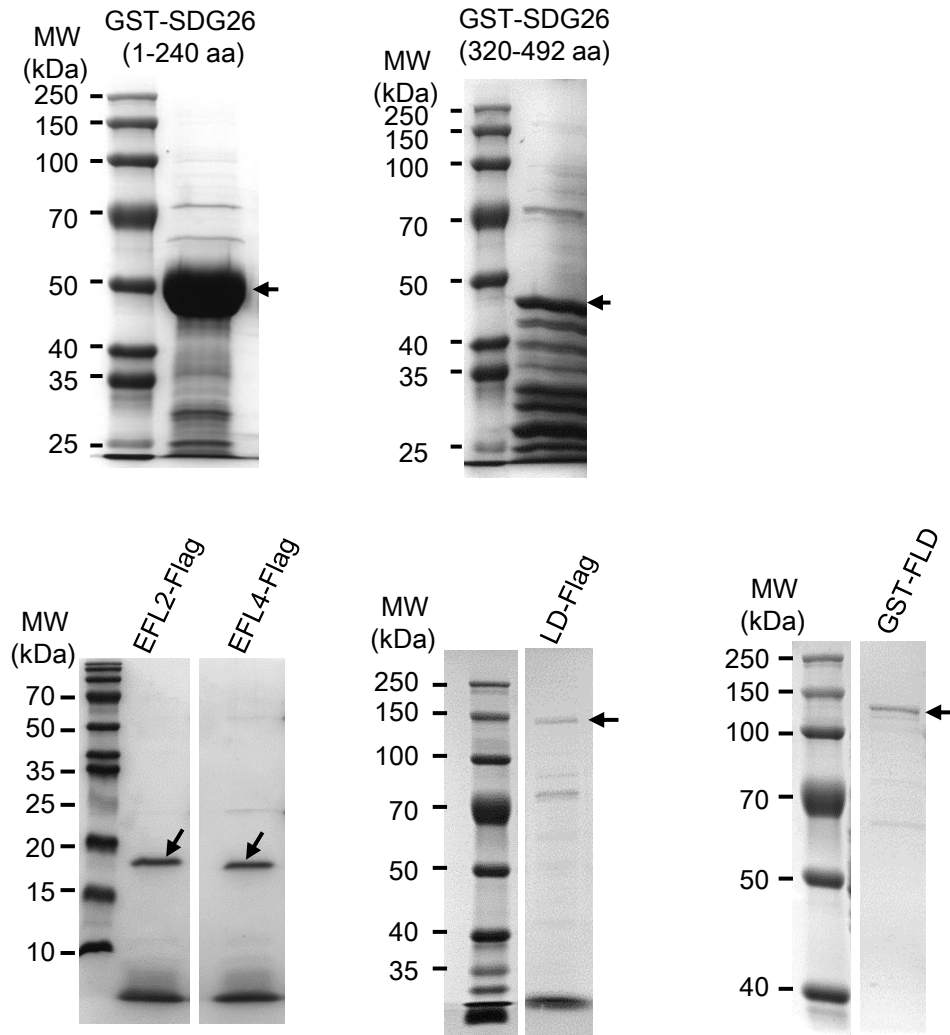

**Supplemental Figure 6. Expression and purification of tagged SDG26, EFL2, EFL4, LD, and FLD proteins.** Proteins tagged by GST were expressed and purified from *E. coli*, and the proteins tagged by Flag were expressed and purified from yeast. The purified proteins were subjected to pull-down assays and/or electrophoretic mobility shift assays. Target proteins are labelled by arrows. The molecular weight marks are shown next to the purified proteins.

Supplemental Figure 7

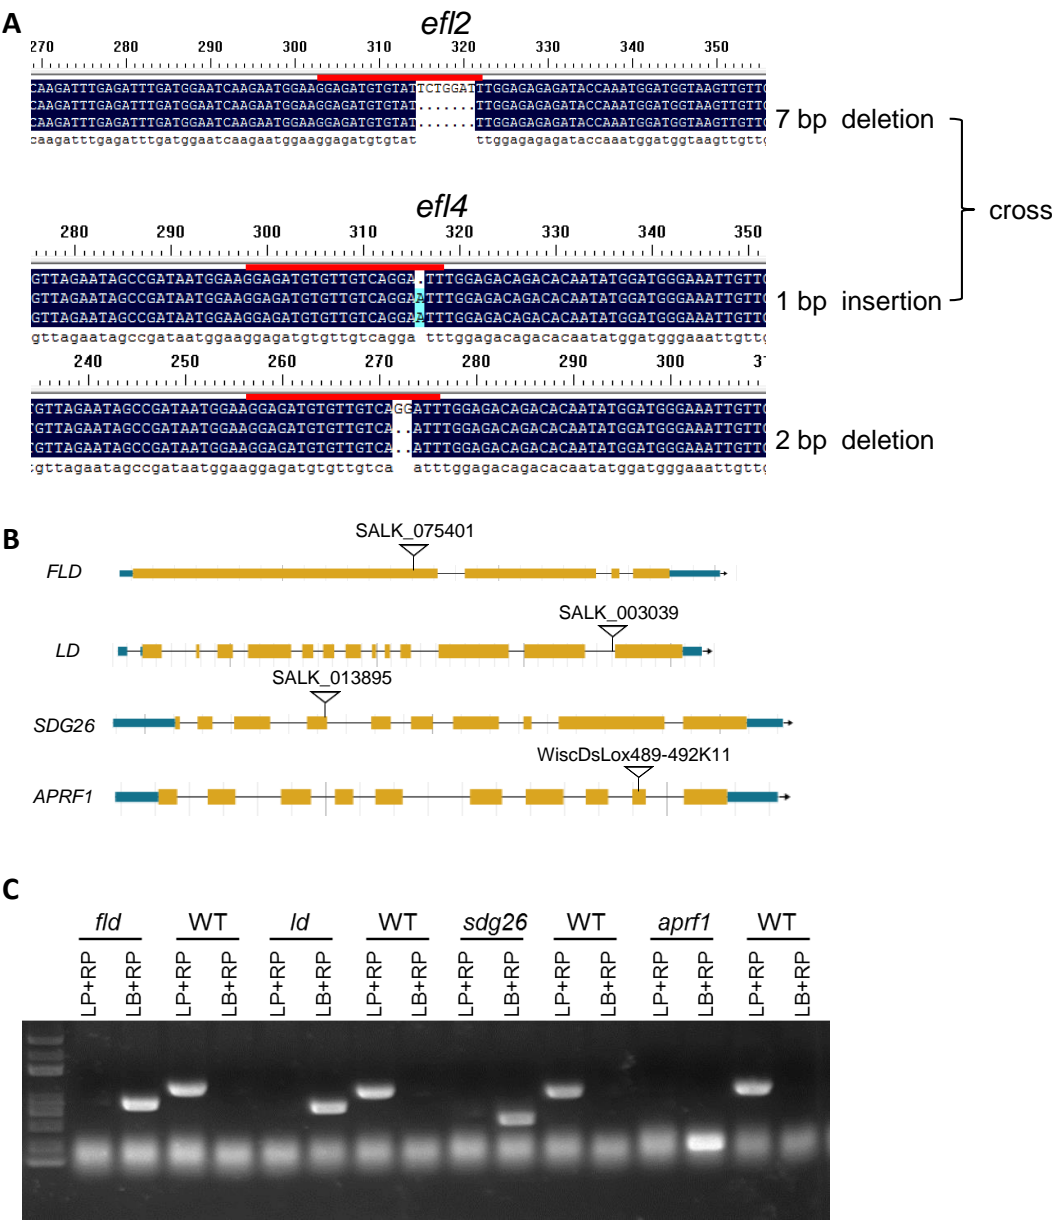

**Supplemental Figure 7. Genotyping of the autonomous pathway mutants used in this study.** (A) Diagrams showing mutated *EFL2* and *EFL4* sequences aligned with their WT sequences. Red lines highlight the sequences of guide RNAs used for generating mutations by CRISPR-Cas9. *EFL2* and *EFL4* were independently mutated in the WT Col-0 plants. The 7-bp deletion *efl2* mutant was crossed with the 1-bp deletion *efl4* mutant, and the *efl2/4* double mutant was subsequently identified in the progeny. (B) *FLD*, *LD*, *SDG26* and *APRF1* genomic organization and location of T-DNA insertions. Yellow boxes, grey lines, and blue boxes represent exons, introns, and untranslated regions, respectively. Triangles indicate the position of T-DNA insertions. (C) Verification of the T-DNA insertion by amplification of genomic DNA isolated from WT plants and mutants. LB, Left border primer of the T-DNA insertion; LP, Left genomic primer; RP, Right genomic primer.

## Supplemental Figure 8

A

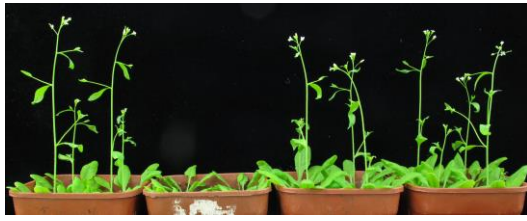

Col-0

*efl2 efl4*

*efl2 efl4 + EFL2-Flag*

*efl2 efl4 + EFL4-Flag*

B

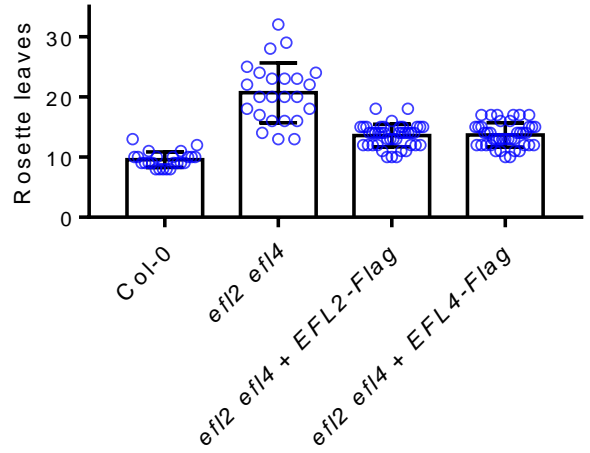

**Supplemental Figure 8. Complementation testing of the late-flowering phenotype of the *efl2 efl4* double mutant.** (A) The phenotype of WT, *efl2 efl4*, and the complementation lines harboring a native promoter-driven *EFL2* or *EFL4* tagged by a Flag epitope. Four-week-old plants grown under long days are shown. (B) The numbers of rosette leaves of bolting plants grown under long days. Values are means  $\pm$  SD ( $n > 24$ ).

# Supplemental Figure 9

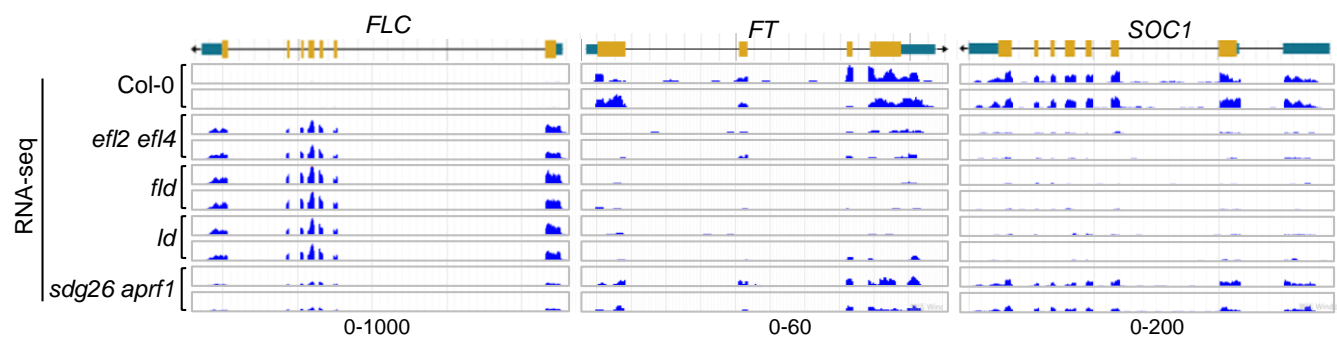

**Supplemental Figure 9. Genome browser view of RNA-seq reads at *FLC*, *FT*, and *SOC1* in the APC mutants and the WT. The scale of RPKM is shown for each gene.**

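The recovered whole reads per library, replicate 1 and replicate 2, give the depth behind the 3 genes whose tracks are drawn in Supplementary Figure S9. *FLC* had 4 and 4 reads in Col-0, 626 and 609 in *fld*, 489 and 512 in *ld*, 372 and 390 in *efl2 efl4*, and 165 and 144 in *sdg26 aprf1*. *FT* had 51 and 63 reads in Col-0, 3 and 6 in *fld*, 5 and 8 in *ld*, 11 and 10 in *efl2 efl4*, and 40 and 28 in *sdg26 aprf1*. *SOC1* had 267 and 313 reads in Col-0, 13 and 16 in *fld*, 23 and 20 in *ld*, 32 and 23 in *efl2 efl4*, and 174 and 135 in *sdg26 aprf1*. All 50-base windows of these 3 genes occur once in the TAIR10.1 assembly.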

# Supplemental Figure 10

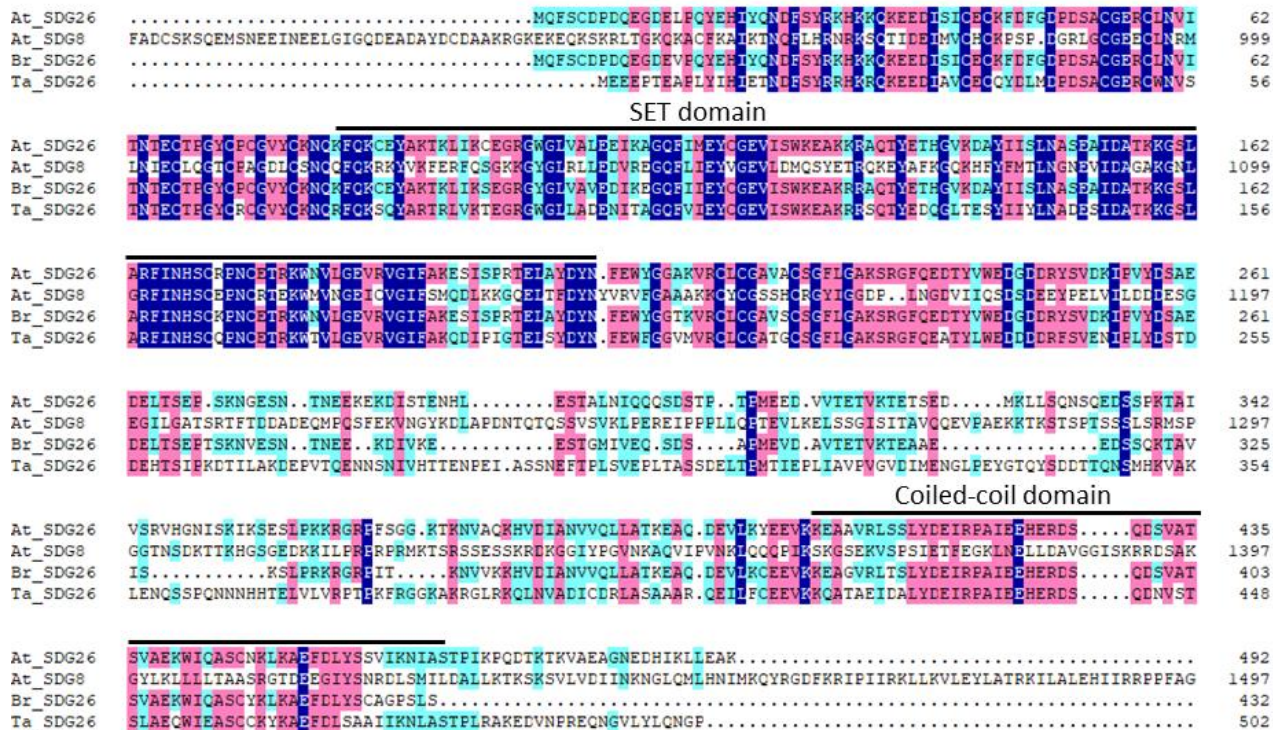

**Supplemental Figure 10. Conservation of the SET and C-terminal coiled-coil domains of the SDG26 orthologs in angiosperms.** Sequence alignments of Arabidopsis SDG26 and SDG26 orthologs in rape and wheat, and the SDG26-related histone methyltransferase SDG8 in Arabidopsis. The conserved SET and coiled-coil domains are marked.

# Supplemental Figure 11

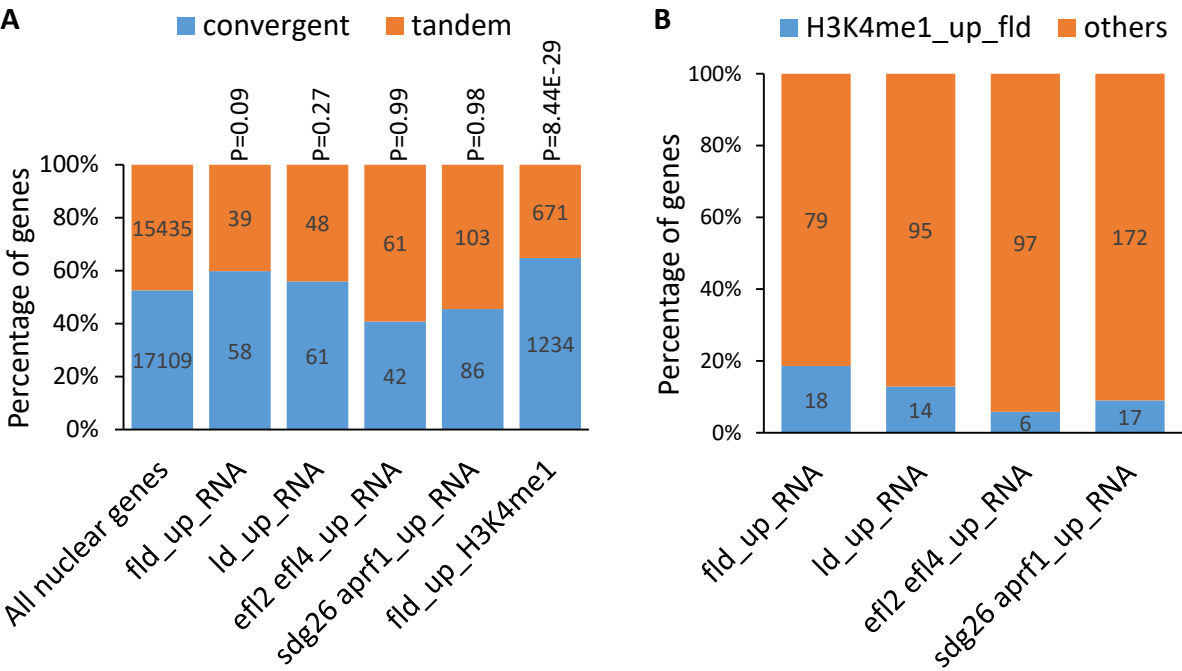

**Supplemental Figure 11. Analyses of up-regulated DEGs in the AuPC complexes.** (A) Proportions of convergent and tandem genes among genes with increased expression in the AuPC mutants and among genes with increased H3K4me1 levels (FDR<0.05, fold change>1.2) in *fld*. All the Arabidopsis nuclear genes were classified as convergent (17109) or tandem (15435) genes based on the orientation of their downstream genes. The chart indicates the proportion of convergent and tandem genes in genes with increased expression in the *fld*, *ld*, *efl2 efl4*, and *sdg26 aprf1* mutants and in genes with increased H3K4me1 levels in the *fld* mutant. P values were determined by hypergeometric test to assess whether up-regulated DEGs in the AuPC mutants and genes with increased H3K4me1 levels in the *fld* mutant are enriched in convergent genes. (B) Proportions of genes with FLD-dependent H3K4me1 demethylation among up-regulated DEGs in the AuPC mutants. The genes with increased levels of H3K4me1 (FDR<0.05, fold change>1.2) in the *fld* mutant were recognized as genes with FLD-dependent H3K4me1 demethylation.

# Supplementary material for: Characterization of an autonomous pathway complex that promotes flowering in Arabidopsis
**Source:** Nucleic Acids Res. 2022 Jun 29;50(13):7380–95. doi: 10.1093/nar/gkac551
**Supplement:** gkac551_Supplemental_Files

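Supplementary Dataset S4 lists the genes at which the authors found a histone modification raised or lowered in *fld* by ChIP-seq. The lists are the authors' and were taken as given. The 9 lists used here cover H3Ac, H3K4me2, H3K4me3 and H3K27me3 in both directions and H3K36me3 where it rose, 90 genes in all, and the list of genes with lowered H3K36me3 was not used here. Of these genes, 64 had enough normalized reads in the *fld* table to be tested. Among the 44 upregulated DEGs in *fld*, 5 were on at least 1 list (*FLC*, *EMB975*, *HOL2*, AT2G03020 and AT5G06190; Fisher's exact test, one-sided, *p* = 2.8e-07, 5.6e-07 after Benjamini-Hochberg adjustment over the 2 directions). Among the 35 downregulated DEGs, 2 were on a list (*FLD* and *SOC1*; Fisher's exact test, one-sided, *p* = 0.00557 before and after the adjustment). *FLD* is the gene mutated in this line, and without it only *SOC1* remains. This *p* therefore does not show an excess among the other downregulated DEGs. *FLC* was on the lists of raised H3Ac, H3K4me3 and H3K36me3 and of lowered H3K4me2 and H3K27me3. *EMB975* and *HOL2* were on the list of raised H3K36me3. As a ratio, the threshold of an adjusted *p* of 0.05 in limma moved the upregulated number most, to 1 gene (*FLC*), and the exact test of edgeR without the filter raised it to 9. The 9 include AT5G01675, the antisense gene annotated over *FLC*, so they are not 9 separate loci. Whether the counting kept the reads of these overlapping genes apart is not known.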

**Supplemental Table 1.** Overlap between DEGs and genes with affected histone modifications in the *fld* mutant.

| Histone modification  change (\|log2FC\|>0.585, P<0.01) | | Expression change | |
| --- | --- | --- | --- |
|  |  | Up-regulated  genes (97) | Down-regulated genes (91) |
| H3Ac | Up (9) | 2 (*FLC*) | 0 |
|  | Down (8) | 0 | 3 |
| H3K4me2 | Up (18) | 0 | 0 |
|  | Down (9) | 2 (*FLC*) | 2 |
| H3K4me3 | Up (13) | 5 (*FLC*) | 0 |
|  | Down (8) | 0 | 3 |
| H3K36me3 | Up (29) | 6 (*FLC*) | 0 |
|  | Down (3) | 0 | 1 |
| H3K27me3 | Up (3) | 0 | 1 |
|  | Down (14) | 3 (*FLC*) | 0 |

Note: The numbers of overlaps between differentially expressed genes and genes with affected histone modifications in the *fld* mutant are shown. *FLC* is shown in brackets when it is present in the overlapping genes.

How the deposited data were processed for this re-analysis (not part of the article)

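RNA-seq was measured in 10 libraries, 2 biological replicates of each of 5 genotypes (Col-0, *fld*, *ld*, *efl2 efl4* and *sdg26 aprf1*), from seedlings. The authors made the deposited signal, normalized reads per gene, by aligning single-ended reads of 50 bases to TAIR10, counting those on exons and normalizing them with edgeR. The gene annotation and the strand setting of the counting, and which of edgeR's tests the authors used, are not given in the paper's text. The 4 tables, one per mutant, each hold 32548 genes and each repeat the 2 Col-0 libraries. Because each table was normalized on its own, the Col-0 values differ slightly between tables.

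Whole reads were recovered from the normalized reads by dividing the values of a library by the size of 1 read in it and rounding, where a value within 0.1 of a whole number counted as whole. In the *sdg26 aprf1* table, that size was 0.991 for the second Col-0 replicate and 0.997 for the second mutant replicate, so these values were close to whole reads before the division. The reads recovered for Col-0 from the 4 tables were identical, with 0 of 32548 genes differing. Depth on genes was 20455413 to 20768023 reads per library, and the replicates of a genotype differed in depth by at most 1.53%. Between 23207 and 23570 genes had a read. A gene without reads in a library allows up to 3 reads at that depth. Replicates of a genotype had a Pearson correlation of 0.983 to 0.987 across genes on the log_2_ scale, and genes are not independent replicates. The spread between replicates exceeded the sampling noise of the reads, with chi-square values of 14.9 to 20.6 per degree of freedom.

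Each mutant was compared with Col-0 in its own table by limma (3.58.1, with a trend in the prior variance) on log_2_(normalized reads + 1), for genes with a mean of at least 10 normalized reads. DEGs had |log_2_FC| of at least 1 and an unadjusted two-sided *P* under 0.01, the paper's thresholds, and the number with a Benjamini-Hochberg adjusted *p* under 0.05 was counted beside them. Differences among the 4 mutants were tested by a quasi-likelihood F test in edgeR (4.0.16) on the recovered reads of all 10 libraries, with 20050 genes tested. Overlaps of DEGs were tested by Fisher's exact test and by comparison with unchanged groups, drawn from negative binomial distributions with the dispersion of each gene, that shared 1 set of Col-0 libraries. The dispersion was estimated without the block, and the draws held no replicate effect even where the test used the block. The draws numbered 100 for limma, and 10 for the exact test of edgeR without a filter. Shares of convergent genes were tested by hypergeometric tests. DESeq2 (1.42.0) served as an alternative. The calculations ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

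The tests were checked on simulated data in which 200 genes were changed, all by more than the paper's threshold on log_2_FC. With an adjusted *p* under 0.05, limma on 4 libraries called 89.5% of the changed genes and 20 unchanged ones, and the F test called 88.0% and 18. Limma with the replicate block called 224 genes, 44 of them unchanged. The exact test of edgeR called 249, 59 of them unchanged, and DESeq2 218, 38 of them unchanged. In that simulation more of these calls were false than an adjusted *p* of 0.05 allows. At the paper's thresholds, the exact test of edgeR called 97.0% and 98 unchanged ones.

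Whether the replicate numbers pair the libraries was checked from the differences between replicate 1 and replicate 2 over 20050 genes. Their correlations between genotypes lay between 0.371 and 0.611, above 0.1 in all 10 pairs of genotypes, and the replicate number was therefore added as a block in an alternative.

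The main comparisons and 266 alternatives were set before the data were examined. The alternatives covered the test, the pseudocount, the filter on low values, the thresholds, the scaling, the libraries in the fit, the replicate block, the background and neighbours of the convergent genes, and leaving out each library in turn. Further alternatives were chosen after seeing the data: the exact test of edgeR without the filter and on every gene of a table, the replicate block in the fit of all 10 libraries and for the overlaps, the convergent genes and the histone lists, neighbours among the genes of the tables, all tests of the genes next to 3 genes with almost no reads in Col-0, and the paper's relaxed thresholds for *FT* and *SOC1*.

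The genes named were fixed by a rule: *FLC*, *MAF5*, *FT* and *SOC1*, the mutated genes, the other 4 *FLC* homologs, the DEGs in all 4 mutants, and for each mutant the 5 largest rises and 5 largest falls among genes with an adjusted *p* under 0.05, no overlap between the libraries of the mutant and Col-0, and a mean of at least 20 normalized reads in the higher group. Other genes are named where a test singled them out after their values were seen.

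Gene positions, neighbours, guide sites and 50-base windows came from the TAIR10.1 assembly and its annotation. From Supplementary Dataset S4, 9 complete lists were used, and the list of genes with lowered H3K36me3 was not used here because the copy at hand was incomplete. ChIP-seq, quantitative PCR, mass spectrometry and the read tracks were not analysed here. All per-sample columns of the tables were used.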

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

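The comparison of scaling factors, the rule for genes near 0 reads in Col-0, every test of the genes next to AT3G08790 and, for the genes next to AT1G64795 and AT3G44006, the tests with the replicate block, edgeR and DESeq2 and the count under 0.05 were chosen only after the result was seen, whereas the tests of 50-base windows and of the genes next to AT1G64795 and AT3G44006 with limma were chosen after these 3 genes were found but before the values tested were seen.

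The effects of the mutations on *FLC* and *SOC1* differed among the 4 mutants. In the quasi-likelihood F test of edgeR, the adjusted *p* was 0.00185 for *FLC* and 0.00282 for *SOC1*, and 33 of 20050 genes had an adjusted *p* under 0.05. Both genes also passed this threshold with the limma F test (adjusted *p* of 0.00260 and 0.00601) and with the replicate block (edgeR, adjusted *p* of 2.6e-05 and 1.2e-04). *FLC* was 3.98 times as high in *fld* as in *sdg26 aprf1*, and *SOC1* was 10.7 times as high in *sdg26 aprf1* as in *fld*, with both libraries of one mutant above both of the other. For *FT* and *MAF5*, the F test of edgeR gave adjusted *p* values of 0.0829 and 0.381, and with the replicate block 0.0117 and 0.0380, so with the block these genes also differed among the mutants. Over these tests, the limma F test and the F test of edgeR without the filter, their adjusted *p* values ranged from 0.0117 to 0.149 and from 0.0380 to 0.399. Scaling between the libraries would have to differ as much as the genes do, but the largest ratio between the scaling factors of 2 mutant libraries was 1.03, and 1 factor per library would move both genes the same way, whereas *FLC* was higher and *SOC1* lower in *fld* than in *sdg26 aprf1*. All 50-base windows of both genes occur once in the TAIR10.1 assembly, which argues against reads shared with a copy. The genotype remains an open explanation. A candidate explanation is that *sdg26 aprf1*, in which 94.3 normalized reads of *APRF1* remained against 161 in Col-0, lost less of the function that lowers *FLC*, and this was not tested. The remaining transcript alone is a poor guide here. In *ld*, 409 normalized reads of *LD* remained against 718 in Col-0, and the log_2_FC of *FLC* was 6.67.

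A total of 3 genes had at most 3 reads in each Col-0 library and at least 50 reads in both libraries of a mutant, and the paper does not discuss them, although its lists of DEGs hold them. The reverse rule, which is no replicated test, was met by 0 genes. AT1G64795 (chromosome 1, 24082579 to 24082848) had 1 and 0 reads in Col-0, 88 and 108 in *fld*, and 106 and 107 in *ld*, against 0 and 0 in *efl2 efl4* and 4 and 1 in *sdg26 aprf1*. Its means of 97.7 normalized reads in *fld* and 107 in *ld* were at least 32.6-fold and at least 35.5-fold higher than 3 reads. AT3G44006 (chromosome 3, 15796133 to 15796837) had 106 and 92 reads in *ld*, a mean of 99.1 normalized reads and at least 33.0-fold higher, and at most 3 in every other library. AT3G08790 (chromosome 3, 2667851 to 2671105) had 1222 and 1201 reads in *efl2 efl4*, a mean of 1210.2 normalized reads and at least 403-fold higher, and at most 3 in every other library. Their limma adjusted *p* values against Col-0 lay between 0.0674 and 0.201, and in the F test of edgeR among the mutants the adjusted *p* was 0.00577 for AT1G64795, 0.00459 for AT3G44006 and 4.6e-04 for AT3G08790.

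Reads shared with a near-identical copy are argued against for all 3 genes, since 100% of their 50-base windows occur once in the TAIR10.1 assembly. A change of the surrounding chromosome region was tested on the 5 nearest tested genes on each side. Next to AT1G64795, 0 of 20 comparisons in *fld* and *ld* had an unadjusted *P* under 0.01 in limma, and next to AT3G44006 0 of 10 genes in *ld* had one, and under 0.05 the counts were also 0 and 0. With the replicate block, 1 of 20 and 0 of 10 had an unadjusted limma *P* under 0.01 and 5 and 3 one under 0.05, where 3.04 and 1.66 are expected. No excess of changed neighbours was found there, but the counts are too few to exclude a local change. Next to AT3G08790, 1 of 10 genes had an unadjusted limma *P* under 0.01, *SIEL* (AT3G08800), with a log_2_FC of 1.38 in *efl2 efl4* (binomial *p* of 0.110, one-sided), and 3 of 10 had one under 0.05 (0.469 expected, binomial *p* of 0.00967, one-sided), with *LTP6* (log_2_FC 0.49) and *PYD4* (−0.62) as the others. With the block, these 3 genes had an unadjusted *P* under 0.01 (binomial *p* of 0.0214), and with the exact test of edgeR and with DESeq2 2 genes each had one, *SIEL* and *PYD4* (binomial *p* of 0.00993 and 0.00499). With the block and a *P* under 0.05, the same 3 genes were not more than chance gives (binomial *p* of 0.158). Most of these counts are above chance, but *LTP6* and *PYD4* moved in opposite directions and *SIEL* overlaps AT3G08790, so a local change of the chromosome and a difference that acts on the genes from elsewhere cannot be told apart for this gene. AT1G64795 lies within *ILA* (AT1G64790), which is annotated on the other strand and had a log_2_FC of −0.13 in *fld* and −0.16 in *ld*. The strand setting of the counting is not known, but more reads of *ILA* are argued against as the source, since *ILA* did not rise. Differences between the plant lines other than the named mutations were not tested, and the biological explanation, an effect of the mutated genes, also remains open.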

How the results depend on the processing

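The tests and settings chosen only after the result was seen were the exact test of edgeR without a filter or on every gene of a table, the replicate block in the fit of all 10 libraries and for the overlaps, the convergent genes and the histone lists, neighbours among the genes of the tables, every test of the genes next to AT3G08790, the tests other than limma without a block for the genes next to AT1G64795 and AT3G44006, and the paper's relaxed thresholds for *FT* and *SOC1*.

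Of 180 alternative values with a test in 22 comparisons of a gene between a mutant and Col-0, 177 kept their direction and their side of the paper's thresholds, 1 was weaker, 2 were stronger and 0 were reversed. *MAF5* in *sdg26 aprf1* was weaker with DESeq2, with a log_2_FC of 1.58, and the cause was not tested. *FT* (log_2_FC −0.73) and *SOC1* (−0.90) in *sdg26 aprf1* were stronger under the relaxed thresholds, by construction. Over the alternatives, the log_2_FC of *FLC* ranged from 6.11 to 7.27 in *fld*, 5.83 to 6.99 in *ld*, 5.42 to 6.57 in *efl2 efl4* and 4.15 to 5.28 in *sdg26 aprf1*. Leaving out each library in turn gave 88 further values without a test, all 88 in the same direction. Of these, 2 crossed the log_2_FC threshold of 1, both of *SOC1* in *sdg26 aprf1* (−1.01 without Col-0 replicate 1 and −1.09 without *sdg26 aprf1* replicate 1). In 3 of the comparisons it moved the value by over 1.5 times, that of *FT* in *sdg26 aprf1* (−0.48 without *sdg26 aprf1* replicate 2), that of *EFL2* in *efl2 efl4* (−0.51, and −0.31 without *efl2 efl4* replicate 1) and that of *EFL4* (−0.38, with −0.21 without Col-0 replicate 2 and −0.24 without *efl2 efl4* replicate 2). Outside these comparisons, *MAF4* in *sdg26 aprf1* (0.48) ranged from 0.15 to 0.81, and some values near 0 of the other homologs changed direction, those of *MAF1* in *sdg26 aprf1* (from −0.052 to 0.240) and of *MAF3* in *fld* (from −0.011 to 0.145), *ld* (from −0.106 to 0.217) and *sdg26 aprf1* (from −0.063 to 0.093).

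The counts of DEGs kept within 1.5 times of 79, 101, 87 and 100 (in *fld*, *ld*, *efl2 efl4* and *sdg26 aprf1*, an order used throughout) under the quasi-likelihood test of edgeR (84, 104, 90 and 106), DESeq2 (74, 93, 87 and 98), pseudocounts of 0.5 and 5, upper-quartile rescaling and the fit of all 10 libraries without a block. The other alternatives moved them. The exact test of edgeR gave 126, 172, 163 and 186, without the filter 179, 219, 222 and 245, and with every gene of a table tested it gave 188, 222, 225 and 251. Without the filter, limma gave 159 in *fld*, 159 in *efl2 efl4* and 172 in *sdg26 aprf1*, as more genes were tested, and with a mean of at least 50 it gave 41, 52, 50 and 52, as fewer were. The adjusted *p* threshold of 0.05 in limma left 2, 1, 1 and 0, where 760, 854, 940 and 916 genes had an unadjusted *P* under 0.05, and the relaxed thresholds gave 422, 523, 551 and 614, both by construction. In every mutant, the genes with an unadjusted *P* under 0.05 were fewer than chance alone gives among the genes tested. The replicate block gave 132, 173 and 169 in the first 3 mutants, and with all 10 libraries in the fit 133, 166, 163 and 177. It lowered the biological coefficient of variation estimated by edgeR from 14.6% to 6.58%. For the exact test, the cause was not tested.

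The shared DEGs are given in the order *fld* and *ld*, *fld* and *efl2 efl4*, *fld* and *sdg26 aprf1*, *ld* and *efl2 efl4*, *ld* and *sdg26 aprf1*, and *efl2 efl4* and *sdg26 aprf1*. The quasi-likelihood test of edgeR changed none by over 1.5 times. The exact test raised them to 86, 48, 54, 63, 68 and 43, without the filter to 108, 61, 68, 73, 79 and 54, and on every gene of a table to 110, 63, 72, 73, 82 and 56. The replicate block raised them to 91, 52, 52, 68, 54 and 34, and limma without the filter raised the second to 42 and the last to 34. The adjusted *p* threshold in limma lowered them to 1, 1, 0, 1, 0 and 0. The DEGs in all 4 mutants, 12 in the main comparison, were 27, 28 and 29 with these forms of the exact test, 25 with the block, 7 with a mean of at least 50, and 0 with the adjusted *p* threshold. The cause was not tested except where the number of genes tested or the threshold gives it.

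The number of genes that differ among the mutants was 33, and it was 35 without the filter, 19 with the limma F test, for which the cause was not tested, and 542 with the replicate block, where *FT* and *MAF5* were among them. The convergent share of the upregulated DEGs moved to the other side of its background in *fld* and *ld* with neighbours among protein-coding genes only (46.5% and 48.0%), with the adjusted *p* threshold (0% and 0%, of 1 gene each), and in *ld* with the block (48.8%). The smallest *p* of the hypergeometric tests (one-sided, unadjusted) over all mutants and settings was 0.0602, for *fld* with the exact test on every gene. For the block and the protein-coding neighbours, the cause was not tested. In *sdg26 aprf1*, the adjusted *p* threshold left no upregulated gene and gave no share. The overlap of upregulated DEGs in *fld* with the histone lists, 5 genes, was 1 with the adjusted *p* threshold and 9 with the exact test without the filter or on every gene. Without the filter, the 9 include AT5G01675, which overlaps *FLC*. With the replicate block it was 7, and 4 downregulated DEGs in place of 2 were on a list. The block gave 140 DEGs in *sdg26 aprf1*, 99 of them among the 100 of the main comparison. In the 22 comparisons of genes with Col-0, it changed no direction and no side of the paper's thresholds.

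Depth limits genes at the filter. *FLC* had 4 reads in each Col-0 library, so its log_2_FC depends on the pseudocount, and with 2 replicates the adjusted *p* values of single genes depend on the estimate of the spread.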

Differences from the paper's values

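The tests and settings named in each sentence as chosen after seeing the values were chosen only after the result was seen, and the others were not. Of 57 values set beside the paper's, 32 differed. A gap in a count or a *P* value was taken as closed where the larger value was at most 1.5 times the smaller, and a gap in a log_2_FC where the values differed by no more than the larger SD between the replicates of the mutant and of Col-0 on the log_2_ scale.

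The paper's text gives 188 DEGs in *fld*, 223 in *ld*, 253 in *efl2 efl4* and 225 in *sdg26 aprf1*, and the paper's Supplementary Dataset S2 lists 188, 223, 225 and 253, so the last 2 numbers stand the other way round there. The main comparison gave 79, 101, 87 and 100. Of the alternatives set before the data were examined, the exact test of edgeR gave 126, 172, 163 and 186, within 1.5 times of the paper's numbers except the paper's 253 in *efl2 efl4*. The replicate block gave 132, 173 and 169, within 1.5 times of the paper's numbers in *fld*, *ld* and *efl2 efl4*, and 140 in *sdg26 aprf1*, which was not. Limma without the filter came within 1.5 times in *fld* (159), *sdg26 aprf1* (172) and, for the number of the dataset, *efl2 efl4* (159), but not in *ld* (144). The quasi-likelihood test, DESeq2, the pseudocounts, the higher filter, the adjusted *p* threshold, the relaxed thresholds, the rescaling and the fit of all 10 libraries did not close the gap in any mutant. The exact test of edgeR without the filter, chosen after seeing the values, gave 179, 219, 222 and 245, and with every gene of a table tested, also chosen after seeing the values, it gave 188, 222, 225 and 251, and both closed all gaps. The fit of all 10 libraries with the replicate block, chosen after seeing the values, gave 133, 166, 163 and 177 and closed all but the paper's 253 in *efl2 efl4*.

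From the paper's lists, *fld* and *ld* share 110 DEGs, *fld* and *efl2 efl4* 63, *fld* and *sdg26 aprf1* 73, *ld* and *efl2 efl4* 73, *ld* and *sdg26 aprf1* 83, *efl2 efl4* and *sdg26 aprf1* 56, and all 4 mutants 29 (the paper's values), against 53, 27, 30, 29, 33, 19 and 12 in the main comparison. The exact test of edgeR, set before the data were examined, closed these gaps with 86, 48, 54, 63, 68, 43 and 27. Limma without the filter closed the gap of *fld* and *efl2 efl4* (42) and no other, and the other alternatives set before the data were examined (the quasi-likelihood test and the adjusted *p* threshold, and for all 4 mutants the higher filter) closed none. Chosen after seeing the values, the exact test without the filter (108, 61, 68, 73, 79, 54 and 28) and on every gene (110, 63, 72, 73, 82, 56 and 29) closed all, and the replicate block closed those of *fld* and *ld* (91), *fld* and *efl2 efl4* (52), *fld* and *sdg26 aprf1* (52), *ld* and *efl2 efl4* (68) and all 4 mutants (25), but not those of *ld* and *sdg26 aprf1* (54) or *efl2 efl4* and *sdg26 aprf1* (34).

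For *sdg26 aprf1*, the paper's *P* values are 0.025 for *FT* and 0.00019 for *SOC1*, and the unadjusted two-sided values from limma were 0.0416 and 0.00425. Of the alternatives set before the data were examined, the exact test of edgeR gave 0.0290 and 1.8e-04 and closed both gaps, and the others closed neither. Chosen after seeing the values, the exact test without the filter gave 0.0282 and 2.0e-04, and on every gene 0.0259 and 1.9e-04, and both closed both gaps.

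The paper's log_2_FC of *FLC* in Supplementary Dataset S2 is 7.23 in *fld*, 6.95 in *ld*, 6.53 in *efl2 efl4* and 5.24 in *sdg26 aprf1*, against 6.95, 6.67, 6.25 and 4.96 from limma. Of the alternatives set before the data were examined, the quasi-likelihood test and the exact test of edgeR gave 7.23, 6.95, 6.52 and 5.24 each and closed all 4 gaps. The SD was 0.019 in *fld*, 0.062 in *ld*, 0.053 in *efl2 efl4* and 0.15 in *sdg26 aprf1*. By this SD, DESeq2 closed the gaps in *ld* (6.99), *efl2 efl4* (6.57) and *sdg26 aprf1* (5.28) but not in *fld*, where the SD is smallest, although its 7.27 is close to the paper's 7.23, a pseudocount of 0.5 closed that in *sdg26 aprf1* (5.11) only, and the others closed none. The exact test without the filter and on every gene, both chosen after seeing the values, gave 7.23, 6.95, 6.53 and 5.24 each.

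Supplementary Figure S11A of the paper shows about 58 convergent genes among the upregulated DEGs in *fld*, about 61 in *ld*, about 42 in *efl2 efl4* and about 86 in *sdg26 aprf1*, read by eye, against 23, 28, 20 and 32. The gene classes differ as well. With neighbours among the genes of the tables, 16326 of 32544 genes were convergent here, and the paper's legend counts more convergent genes among as many. Of the alternatives set before the data were examined, the exact test of edgeR closed the gaps in *ld* (45), *efl2 efl4* (29) and *sdg26 aprf1* (65) but not in *fld* (35), and the background of all classified genes, the neighbours among protein-coding genes and the adjusted *p* threshold closed none. Chosen after seeing the values, the exact test without the filter (55, 58, 40 and 85) and on every gene (57, 61, 41 and 86) closed all 4, the replicate block closed that in *ld* (42) and not the others (38, 27 and 47), and neighbours among the genes of the tables closed none.

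Supplementary Table S1 of the paper counts DEGs in *fld* on the lists of Supplementary Dataset S4. The paper's upregulated genes are 2 on the list of raised H3Ac, 2 on that of lowered H3K4me2, 5 on that of raised H3K4me3 and 6 on that of raised H3K36me3, against 1, 1, 2 and 3. The paper's downregulated genes are 3 on the list of lowered H3Ac, 3 on that of lowered H3K4me3 and 1 on that of raised H3K27me3, against 1, 1 and 0, where 760 genes in *fld* had an unadjusted *P* under 0.05, fewer than chance alone gives among the genes tested. Of the alternatives set before the data were examined, the exact test of edgeR closed the 3 gaps of the downregulated genes (3, 3 and 1) and none of the others, and the adjusted *p* threshold closed none. Chosen after seeing the values, the replicate block closed the same 3 gaps (3, 3 and 1), and the exact test without the filter and on every gene closed all, with 3, 2, 5 and 6 upregulated and 3, 3 and 1 downregulated genes each. Without the filter, each of these numbers of upregulated genes counts both *FLC* and AT5G01675, which overlaps it.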

Other observations

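The comparison of shared DEGs with unchanged groups, the shift of the log_2_FC in *sdg26 aprf1*, the depth of the replicates and the differences among the mutants of the shared DEGs were tests chosen only after the result was seen, and the tests of the mutated loci, the clock genes and gene length were not, except that a number of DEGs at or under its expected value was taken to argue against a locus effect only after the numbers were seen.

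Noise of the shared Col-0 libraries makes DEG lists of different mutants overlap. It is argued against as the whole source of the shared DEGs in 5 of 5 pairs other than *efl2 efl4* and *sdg26 aprf1*, where the number lay above every one of 100 draws of unchanged groups. For *efl2 efl4* and *sdg26 aprf1*, the 19 shared DEGs lay within the draws of limma (mean 12.7, highest 24), while with the replicate block 34 genes were 1 above the highest draw of 33, and with the exact test of edgeR without the filter 54 genes lay above the highest of 10 draws, 32. With limma the 2 explanations, shared noise and shared effects of the mutations, cannot be told apart for this pair.

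A total of 12 genes were DEGs in all 4 mutants, and one difference between Col-0 and all mutant lines, such as a difference between the stocks of seeds, could produce such genes at one level in every mutant. For *FLC* this is argued against by its difference among the mutants (edgeR quasi-likelihood F test, adjusted *p* of 0.00185). Of the other 11 genes, 4 (*EMB975*, *HOL2*, AT5G44980 and *MAF5*) differed among the mutants in the same test of edgeR, run without the filter, with *p* values adjusted over the list alone, of which the largest was 0.00801. Adjusted over all genes, their *p* values in edgeR were between 0.163 and 0.381, and with the replicate block 0.00431, 0.00865, 0.0530 and 0.0380. With the block, AT1G77960 and *MES18* also differed, with edgeR *p* values adjusted over the list alone of 0.00140 and 0.0155 (0.0287 and 0.136 over all genes), while without it and without the filter those over the list were 0.0992 and 0.369. The list was chosen on these libraries, so the adjustment over it is not independent evidence. For the other 5 (AT1G13470, *NAP5*, AT3G33528, AT4G29990 and *ANK*), the smallest *p* adjusted over the list alone in the F test of edgeR with the block was 0.0563 (AT3G33528 had too few reads for that test and had 0.193 without the block and the filter), and one difference between Col-0 and the mutant lines and an equal effect of the 4 mutations cannot be told apart. An effect of the mutated genes is the biological explanation. For *FLC* in *sdg26 aprf1*, the paper reports that a transgene of WT *SDG26* significantly restored its expression. Beyond that case, an effect of the mutated genes remains a hypothesis here.

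Differences linked to a mutated locus, for example from the background of the line, would place DEGs near it. Within 1 Mb of the mutated genes lay 1 DEG in *fld* (expected 1.93), 1 in *ld* (expected 1.57), 3 in *efl2 efl4* (expected 4.07) and 4 in *sdg26 aprf1* (expected 4.55), the mutated genes themselves left out, with hypergeometric *p* values (one-sided) of 0.859, 0.796, 0.779 and 0.673, all 0.859 after Benjamini-Hochberg adjustment over the 4 mutants. No excess near the mutated genes was found, and with the replicate block the numbers were 3, 2, 5 and 6 against 3.24, 2.70, 7.90 and 6.39 expected. Differences elsewhere in the genome of a line were not tested.

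In *sdg26 aprf1*, 79 of 100 DEGs were upregulated, while the other mutants had 49.4% to 55.7%. A shift of 0.18 in every log_2_FC would even out the DEGs, to 54 upregulated and 54 downregulated. Some shift would do this whatever the cause of the excess, so its existence does not show that scaling is the cause. Upper-quartile rescaling of the libraries left 78 of 100 DEGs upregulated. The normalization of the table sets the median log_2_FC near 0 in advance (−0.0024), so it does not show whether such a shift is present, and scaling between the libraries and an effect of the mutations cannot be told apart here. The upregulated share in *sdg26 aprf1* lay between 74.5% and 82.7% over the other tests, filters and pseudocounts and was 64.7% under the relaxed thresholds. Whether the share itself differs between the mutants was not tested, and the genotype remains an open explanation.

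Libraries with the same replicate number deviated together in all 5 genotypes. The first component held 62.8% of the variance within genotypes, with 5 of 5 libraries of replicate 1 on one side, and 36.3% of 20050 genes had the same sign in every genotype, where chance gives 6.25%. In every genotype, 53 genes were over 2 times as high in replicate 1 as in replicate 2, and 33 genes were over 2 times as high in replicate 2. Among the former, singled out after their values were seen, were *LSU3* (mean log_2_ difference 2.90), *ORA47* (2.95), *ATSDI1* (2.40), *PAP1* (2.11), *BHLH100* (2.03) and *APR1* (1.86), and among the latter *HSFA2* (−2.67) and *EXPA16* (−2.80). Library depth is argued against, since replicate 1 was the deeper library in 4 of 5 genotypes and the shallower one in the other. Gene length bias is argued against, since the correlations between genotypes stayed between 0.372 and 0.612 after a trend in gene length was removed (Spearman correlation of the difference with gene length across genes 0.0590). A different time of day at harvest would move clock genes of the morning and the evening apart. Of 9 such genes listed, 3 morning and 5 evening genes had values, with median log_2_ differences of 0.31 and 0.53. Their difference of 0.22 lay within the central 95% of 10000 random lists of the same mean expression, −0.39 to 0.35 (permutation test, two-sided, *p* of 0.226). With 8 genes this leaves a different time of day open, and it cannot be told apart from other differences between the 2 sets of libraries. No biological explanation was tested, as the design names none for the replicate number.

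Apart from *FLC*, *SOC1*, the mutated genes and the genes near 0 reads in Col-0, several genes that differed among the mutants (quasi-likelihood F test of edgeR) had large differences between mutants. They were singled out after their values were seen. AT3G05945 had 237 normalized reads in Col-0 and 5.97 in *efl2 efl4*, and AT1G75945 had 250.1 and 6.47, while both stayed between 205 and 283 in the other mutants. *ESP* (AT1G54040) had 759 normalized reads in Col-0, 2064 in *fld* and 5259 in *sdg26 aprf1*, against 859.6 in *efl2 efl4* and 906 in *ld*, and AT3G51180 had 78.1 in Col-0, 525 in *sdg26 aprf1* and 86.6 to 137 in the other mutants. AT5G11330 had 437 and 470.1 normalized reads in *fld* and *sdg26 aprf1* and 1350.3 to 1370.3 in the other genotypes. The adjusted *p* values in the F test of edgeR were between 9.2e-04 and 0.0278 for these 5 genes. No explanation was tested for them.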
